# Environmental enrichment increases transcriptional and epigenetic differentiation between mouse dorsal and ventral dentate gyrus

**DOI:** 10.1038/s41467-017-02748-x

**Published:** 2018-01-19

**Authors:** Tie-Yuan Zhang, Christopher L. Keown, Xianglan Wen, Junhao Li, Dulcie A. Vousden, Christoph Anacker, Urvashi Bhattacharyya, Richard Ryan, Josie Diorio, Nicholas O’Toole, Jason P. Lerch, Eran A. Mukamel, Michael J. Meaney

## Abstract

Early life experience influences stress reactivity and mental health through effects on cognitive-emotional functions that are, in part, linked to gene expression in the dorsal and ventral hippocampus. The hippocampal dentate gyrus (DG) is a major site for experience-dependent plasticity associated with sustained transcriptional alterations, potentially mediated by epigenetic modifications. Here, we report comprehensive DNA methylome, hydroxymethylome and transcriptome data sets from mouse dorsal and ventral DG. We find genome-wide transcriptional and methylation differences between dorsal and ventral DG, including at key developmental transcriptional factors. Peripubertal environmental enrichment increases hippocampal volume and enhances dorsal DG-specific differences in gene expression. Enrichment also enhances dorsal-ventral differences in DNA methylation, including at binding sites of the transcription factor NeuroD1, a regulator of adult neurogenesis. These results indicate a dorsal-ventral asymmetry in transcription and methylation that parallels well-known functional and anatomical differences, and that may be enhanced by environmental enrichment.

## Abstract (web summary)

Environmental enrichment has functional and molecular effects on mammalian hippocampus. Here, Zhang and colleagues show that environmental enrichment of mice is correlated with dorsal-ventral asymmetry in transcription and DNA methylation of the dentate gyrus.

## Introduction

The hippocampus is implicated in learning and memory, as well as the processing of emotional stimuli and regulation of stress responses. Dorsal and ventral hippocampal regions exhibit distinct connectivity and functional roles despite similar cell type composition^1^. The dorsal hippocampus, corresponding to the posterior hippocampus in primates, associates closely with cognitive functions and age-related cognitive impairments. In contrast, the ventral hippocampus, (anterior region in primates) is implicated in the regulation of emotional states and vulnerability for affective disorders. This functional specialization is reflected in patterns of gene expression. Gene expression in the dorsal hippocampus correlates with that in cortical regions involved in information processing, while genes expressed in the ventral hippocampus correlate with expression in limbic regions involved in emotion and stress^1^. In addition, transcriptomic analysis reveals profound molecular differences, even within a uniform cell type population such as dorsal and ventral DG granule cells^2^. Epigenetic regulation may underlie these molecular differences and is also a potential mechanism for environmental influences on hippocampal development^3^.

Early life experience has a profound, lifelong impact on emotional health due, in part, to environmental factors that influence gene expression in brain regions critical for cognitive-emotional stress responses. Epigenetic mechanisms such as DNA methylation, demethylation, and chromatin remodeling, have been linked to adult neurogenesis in the DG^4^ and to neuronal plasticity underlying learning and memory^5,6^. DNA methylation could likewise play a role in mediating long-term effects of early life experience^7^. Epigenetic modifications of DNA and histone proteins also define tissues and cell types during development^8–10^, complicating the interpretation of epigenomic data from heterogeneous samples.

To elucidate the role of region-specific epigenetic regulation in the DG, we generated transcriptomes and base-resolution, whole-genome DNA methylation and hydroxymethylation profiles for the dorsal and ventral DG. Our data and analyses reveal substantial asymmetries between the DNA methylomes of the two hippocampal poles, and suggest that enriched environment (EE) enhances dorsal-specific epigenomic signatures.

## Results

### Environmental enrichment promotes hippocampal neurogenesis

Using high-resolution in vivo structural magnetic resonance imaging (MRI)^11,12^, we found that hippocampal volume is enlarged in mice raised in an enriched environment (EE) compared with standard housing (SH) in both the dorsal (8.5% greater volume, *p* = 0.001, Student's *t*-test) and ventral poles (6.1%, *p* = 0.039; significant interaction between region and condition, *p* = 0.017) (Fig. 1a). EE also associates with >60% more newborn neurons labeled by 5′-bromo-2′-dexoyuridine (BrdU), a marker of proliferating cells^13^, in the DG (dorsal, *p* = 0.0097; ventral, *p* = 0.028; Supplementary Fig. 1A, B). These results are consistent with previous findings that enrichment increases hippocampal volume and neurogenesis in the dentate gyrus^11,12^.

**Fig. 1:**
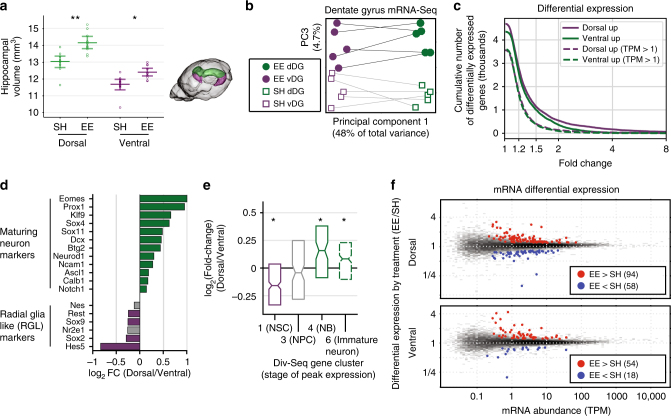
Transcriptional effects of enriched environment (EE) are greater in dorsal than ventral dentate gyrus (DG). **a** High-field structural MRI shows enlarged hippocampus in EE-treated animals. **b** DG transcriptome principal components separate dorsal and ventral samples (PC1), as well as standard housing (SH) vs. EE reared animals (PC3). Dorsal and ventral samples from the same mice are connected by lines. **c** The cumulative number of genes differentially expressed in dorsal vs. ventral DG (FDR < 0.05) as a function of the minimum expression difference cutoff. Here we consider all genes with >10 RNA-Seq read counts in ≥2 samples (solid lines), or with TPM >1 in ≥3 samples (dashed). **d** Maturing neuron and radial glia like (RGL) markers^4, 17^ are enriched in dorsal and ventral DG, respectively (gray bars: not significant). **e** Clusters of genes active in RGL or immature neurons in Div-Seq data^14^ are enriched in dorsal and ventral DG, respectively. NSC neuronal stem cell, NPC neural progenitor, NB neuroblast. **f** Twice as many genes are differentially expressed in EE vs. SH in dorsal compared with ventral DG

### Specialization of gene expression in dorsal and ventral DG

To address the molecular basis for the effect of EE on hippocampal function, we used RNA-Seq to profile gene expression in dorsal and ventral DG. Dentate granule cells have distinct gene expression patterns at the two poles^2^, and single-nucleus transcriptome profiling has been used to link patterns of gene expression with the developmental trajectory of newborn neurons^14^ and the activation of immediate early genes in a novel environment^15^. However, the impact of environmental enrichment on the specialized gene expression programs of the dorsal and ventral DG has not been examined. To increase the statistical power of our gene expression analysis and to limit variability due to single-nucleus isolation or microdissection, we performed RNA-Seq in carefully dissected whole-tissue samples of dorsal and ventral DG from five independent biological replicates in each condition (each replicate used pooled tissue from *n* = 10–12 animals; see STAR methods). 

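RNA-Seq measures the expression of a gene by the number of sequenced RNA fragments that map to it. The libraries came from the dorsal and ventral DG of mice weaned on day 22 into SH or EE, kept there for 8 weeks and collected on day 80. Each of the 4 groups (dorsal SH, dorsal EE, ventral SH and ventral EE) had 5 samples, and each sample pooled tissue of 10 to 12 mice. The dorsal and ventral samples of one replicate number came from the same pool. The authors aligned the reads to mm10 with STAR and deposited, for each sample, the number of fragments counted on each of 46480 genes, without normalization. They also deposited an estimated count, TPM and FPKM for each gene.
The number of fragments counted on genes ranged from 23522050 to 28019323 in dorsal SH (median 25618782, n = 4), from 24089754 to 28301861 in dorsal EE (median 24880677, n = 5), from 24487581 to 28186346 in ventral SH (median 26827291, n = 4) and from 22919364 to 26711926 in ventral EE (median 25467114, n = 5). With fragments that were unmapped, mapped to several places or lay outside genes, the samples held 36459079 to 45292555 fragments. The paper's supplementary table lists 123312954 to 152663278 mapped reads per RNA-Seq sample. All values given here use the fragments counted on genes.
The 4 group medians and ranges are over the 18 samples the paper analyzed. It excluded SH replicate 3 for its *Xist* expression, and this pool had 22970777 counted fragments in the dorsal and 25977613 in the ventral sample. The 40 pairs of samples within groups had no identical counts, and their chi-square per degree of freedom over genes was 2.83 to 36.4, so each was counted as a separate sample.
Counts on the strand of a reverse-stranded library were used. Genes with more than 10 counts in at least 2 samples were tested (17040 genes), counts were normalized for library size by TMM, and the 4 groups were fitted together by edgeR's quasi-likelihood method. Expression is given in CPM (counts scaled to a common library size) after TMM normalization, as mean ± SD. Only that of *Xist* is in CPM without TMM normalization. The choices that could most change the numbers were the test, the filter on low expression and whether the model had a block. In the blocked fit, called the replicate block, EE tests had the replicate number as the block. Tests of region and of the difference between EE effects had the pool as the block.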

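Spearman's rho of TPM across the 17040 tested genes was 0.993 ± 0.000992 (SD, 32 pairs of samples within groups) and ranged from 0.991 to 0.995. These correlations are across genes, which are not independent replicates. Pairs of an EE and an SH sample of one region had a mean rho of 0.993 (40 pairs), which differed from the pairs within groups by less than their SD. Over all 20 samples, with SH replicate 3, rho within groups averaged 0.993 ± 0.000985 (SD, 40 pairs). The choice of genes moved it most, to 0.951 with all 46480 genes in place of the tested ones.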

Compared with microdissection-based RNA-Seq data^2^, our gene expression profiles showed high correlation between samples (Spearman correlation for replicates, *r* = 0.988 compared with *r* = 0.785, Supplementary Fig. 2A–F). This level of quantitative precision in our data allowed us to comprehensively detect gene expression changes due to EE in the dorsal and ventral DG. Although our samples from whole tissue comprise multiple neuronal and glial cell types, the gene expression profiles we observed were most strongly correlated with expression from purified neurons compared to non-neuronal brain cell types, suggesting the tissue is primarily composed of neurons (Supplementary Fig. 2P)^16^.

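Principal components of log2 CPM over the tested genes were computed from the 18 samples the paper analyzed. The first component (PC1) carried 52.0% of the variance, the second 7.03% and PC3 5.06%. Scores on PC1 were 29.3 ± 3.20 (SD, n = 4) in dorsal SH and 30.2 ± 3.86 (n = 5) in dorsal EE, against -29.0 ± 3.00 (n = 4) in ventral SH and -30.5 ± 3.04 (n = 5) in ventral EE. The lowest dorsal score was 25.2 and the highest ventral score was -25.0, so the regions did not overlap. With SH replicate 3 included, PC1 carried 51.0%. Scaling each gene to unit variance moved the share most, to 40.2%.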

Transcriptome-wide analysis showed that dorsal-ventral differences in gene expression account for nearly half of the total data variance (Fig. 1b, Supplementary Fig. 2G). 

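Of the 17040 tested genes, 12201 had TPM over 1 in at least 3 of the 18 samples. Among these, 3409 genes (27.9%) differed between dorsal and ventral DG at FDR 0.05 with a fold change over 20%, and 218 genes (1.79%) differed by more than 2-fold. The test was edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment of the dorsal to ventral difference in both housings together, and the fold change was the mean of the housings. The median size of the log2 fold change among the 3409 genes was 0.40. With all 20 samples, 3366 of 12251 expressed genes (27.5%) passed, 217 of them by more than 2-fold. With the pool as a block the counts were 3431 and 218. Deviations from the group means correlated at 0.0827 between the dorsal and ventral samples of one pool (9 pairs) and at -0.0230 between samples with different numbers (32 pairs). Such deviations cancel out within a group, so the latter value follows largely from the former and is no separate baseline. The TPM filter moved the counts most, and without it 5266 genes passed, 827 of them by more than 2-fold.
Among genes past these limits that differed in one direction in all 9 pools, the largest dorsal excess was that of *Mafa*, at 2.38 ± 0.297 CPM in dorsal SH and 0.102 ± 0.0519 CPM in ventral SH (SD, n = 4 each). Its log2 fold change was 4.64 (standard error 0.21, adjusted p = 1.18e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Otos* followed with a log2 fold change of 3.34 (standard error 0.19, adjusted p = 4.23e-12 from edgeR's test with Benjamini-Hochberg adjustment). The largest ventral excess was that of *Folr1*, with a log2 fold change of -4.31 (standard error 0.37, adjusted p = 6.95e-09 from edgeR's test with Benjamini-Hochberg adjustment). *Ttr* had a log2 fold change of -4.10 (standard error 0.47, adjusted p = 5.18e-07 from edgeR's test with Benjamini-Hochberg adjustment). *Folr1* and *Ttr* are markers of the choroid plexus, a tissue whose 12 markers rose and fell together across ventral samples (mean correlation 0.948, across 9 samples). In dorsal SH replicate 1, *Ttr* was at 172.9 CPM and *Folr1* at 1.33 CPM, against at most 29.6 and 0.288 CPM in the other dorsal SH samples the paper used.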

Over 28% of genes expressed in the DG were differentially expressed by region (3497 out of 12,247 genes; false discovery rate (FDR) < 0.05, TPM >1, fold-change >20%, Fig. 1c; Supplementary Data 1), including 244 genes (2%) with >2-fold difference in expression. 

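Of the genes whose regional skew was reported before, *Lct* (chromosome 1, 128284756 to 128328318, mm10) was at 215 ± 13.4 CPM in dorsal SH and 62.5 ± 10.2 CPM in ventral SH (SD, n = 4 each). Its dorsal to ventral log2 fold change over both housings was 1.88 (standard error 0.08, adjusted p = 2.25e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Abcb10* was at 70.7 ± 3.04 CPM in dorsal and 36.3 ± 1.36 CPM in ventral SH, with a log2 fold change of 0.98 (standard error 0.04). *Spata13* had a log2 fold change of 1.25 (standard error 0.05), and ventral EE replicate 4 stood apart with 30.9 CPM against 23.7 to 25.1 CPM in the other ventral EE samples.
In the ventral direction, *Trhr* (chromosome 15, 44196135 to 44235912) rose from 1.39 ± 0.228 CPM in dorsal to 23.2 ± 2.42 CPM in ventral SH, a log2 fold change of -4.11 (standard error 0.12, adjusted p = 1.5e-16 from the same edgeR test with Benjamini-Hochberg adjustment). *Cpne7* rose from 16.0 ± 1.71 to 204 ± 12.5 CPM, with a log2 fold change of -3.55 (standard error 0.07), and ventral SH replicate 5 had 223 CPM against 197 to 199 CPM in the other ventral SH samples. *Grp* had a log2 fold change of -3.13 (standard error 0.10). All 9 pools had the same direction for each of these genes. Across all 20 samples the log2 fold changes were 1.87 for *Lct*, 0.99 for *Abcb10*, 1.23 for *Spata13*, -4.10 for *Trhr*, -3.51 for *Cpne7* and -3.09 for *Grp*. In SH replicate 3, left out by the paper, *Lct* was at 202 CPM in dorsal and 60.7 CPM in ventral DG, and *Trhr* at 1.48 and 23.3 CPM. With the replicate block the log2 fold change of *Lct* was 1.89 and that of *Trhr* -4.11.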

Genes that were previously reported to show skewed expression in dorsal vs. ventral dentate granule cells^2^ were similarly skewed in our data (Supplementary Fig. 2F), including dorsally enriched *Lct, Abcb10* and *Spata13* and ventrally enriched *Trhr, Grp*, and *Cpne7*. This consistency further supports the substantial contribution of granule neurons to our RNA-Seq data.

We found similar numbers of genes upregulated in the dorsal and the ventral regions. 

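Of the expressed genes that passed FDR 0.05 and the 20% limit, 1663 were higher in dorsal and 1746 higher in ventral DG. In all 20 samples the numbers were 1646 and 1720, and with the replicate block 1672 and 1759. Across the 9 fits that each left out one pool, 1585 to 1756 genes were higher in dorsal and 1581 to 1796 in ventral DG, so these ranges overlapped. Above 2-fold, 89 genes were higher in dorsal and 129 in ventral DG. The choroid plexus markers *Folr1* and *Ttr* were among the latter.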

Although differential expression was widespread, the magnitude of expression differences was ~4-fold smaller than the differences between distinct cortical cell types^9^ (Supplementary Fig. 2H). We found notable differences between dorsal and ventral expression of key developmental factors such as ventrally-upregulated *Nr2f1/2* and dorsally-upregulated *Epha7*. 

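*Nr2f1* (ENSMUSG00000069171.12, chromosome 13, 78188973 to 78199757, mm10, minus strand) was expressed at 43.3 ± 2.07 CPM in dorsal SH and 60.9 ± 2.51 CPM in ventral SH (SD, n = 4 each). In EE the values were 41.6 ± 2.07 and 59.9 ± 2.28 CPM (n = 5 each). The dorsal to ventral log2 fold change was -0.51 (standard error 0.03, adjusted p = 7.72e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Nr2f2* (ENSMUSG00000030551.12) was at 7.21 ± 1.31 CPM in dorsal and 29.3 ± 2.36 CPM in ventral SH, and at 7.23 ± 0.389 and 30.9 ± 3.73 CPM in EE. The log2 fold change was -2.06 (standard error 0.07, adjusted p = 1.48e-15 from the same edgeR test with Benjamini-Hochberg adjustment). *Epha7* (ENSMUSG00000028289.11, chromosome 4, 28813131 to 28967499, plus strand) was at 401 ± 26.2 CPM in dorsal and 165 ± 18.4 CPM in ventral SH, and at 396 ± 27.2 and 156 ± 18.7 CPM in EE. Its log2 fold change was 1.31 (standard error 0.06, adjusted p = 7.31e-14 from the same edgeR test with Benjamini-Hochberg adjustment).
Over all 20 samples the log2 fold changes were -0.52 for *Nr2f1*, -2.08 for *Nr2f2* and 1.31 for *Epha7*. The left-out SH replicate 3 had 46.2 and 67.7 CPM of *Nr2f1*, 6.67 and 31.8 CPM of *Nr2f2*, and 374 and 160 CPM of *Epha7* in dorsal and ventral DG. With the pool as a block the log2 fold changes were -0.51, -2.06 and 1.32. *Nr2f1* and *Nr2f2* are paralogs, and counting kept only fragments that mapped to one place.

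**Figure D1:**
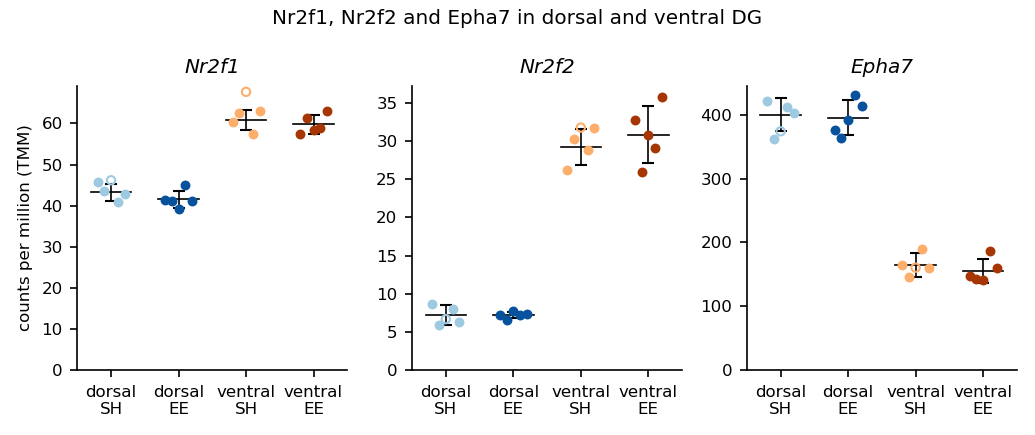
Expression of *Nr2f1*, *Nr2f2* and *Epha7* in CPM (vertical axis, from 0) in each sample of the 4 groups. Filled circles are the samples the paper analyzed, open circles SH replicate 3, and bars mean ± SD over the filled circles. For *Nr2f2* the dorsal samples lie near 7.21 CPM and the ventral samples near 29.3 CPM.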

Transcription factors that mark radial glia-like (RGL) stem cells (e.g., *Sox2*, *Hes5*) were enriched in the ventral DG, whereas maturing neuron markers (e.g., *NeuroD1, DCX*) were enriched in the dorsal DG (Fig. 1d, e)^4,17^, consistent with more active neurogenesis in the dorsal DG^18^. These data suggest specialized transcriptional regulation of neurogenesis in the dorsal and ventral DG.

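All 12 maturing neuron markers of Fig. 1d were higher in dorsal DG at FDR 0.05, with log2 fold changes from 0.20 (*Notch1*) to 1.02 (*Eomes*). *Neurod1* (chromosome 2, 79452521 to 79456751, mm10) was at 31.2 ± 2.47 CPM in dorsal and 26.1 ± 2.73 CPM in ventral SH (SD, n = 4 each), and at 28.3 ± 3.70 and 23.1 ± 3.23 CPM in EE (n = 5 each). The log2 fold change was 0.28 (standard error 0.07, adjusted p = 0.00593 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with one sign in all 9 pools. *Dcx* was at 16.8 ± 0.828 CPM in dorsal and 11.0 ± 1.59 CPM in ventral SH, with a log2 fold change of 0.54 (standard error 0.07, adjusted p = 7.52e-06 from the same edgeR test with Benjamini-Hochberg adjustment). *Prox1*, *Klf9*, *Sox4*, *Sox11*, *Btg2* and *Ncam1* had log2 fold changes of 0.94, 0.62, 0.60, 0.53, 0.51 and 0.28. For *Sox11*, ventral EE replicate 3 had 39.4 CPM against 47.9 to 50.0 CPM in the other ventral EE samples. *Calb1* (0.21) lost significance in 1 of the 9 fits that left out a pool.
Of the 6 RGL markers, 4 were higher in ventral DG at FDR 0.05. *Hes5* was at 9.38 ± 0.781 CPM in dorsal and 14.5 ± 2.28 CPM in ventral SH, with a log2 fold change of -0.73 (standard error 0.07, adjusted p = 1.52e-08 from the same edgeR test with Benjamini-Hochberg adjustment). *Sox2* (chromosome 3, 34650405 to 34652461) was at 39.1 ± 2.38 and 42.8 ± 3.44 CPM in SH and at 33.0 ± 2.64 and 40.4 ± 1.96 CPM in EE, with a log2 fold change of -0.21 (standard error 0.04, adjusted p = 0.000454 from the same edgeR test with Benjamini-Hochberg adjustment). *Sox9* and *Rest* had log2 fold changes of -0.13 each, and kept FDR 0.05 in 8 and 4 of the 9 fits. *Nes* (0.02) and *Nr2e1* (-0.18) did not differ, with adjusted p values of 0.0715 and 0.134 from the same edgeR test with Benjamini-Hochberg adjustment.
With all 20 samples the same 12 and 4 markers passed. Log2 fold changes were then 0.27 for *Neurod1*, 0.51 for *Dcx*, -0.73 for *Hes5* and -0.23 for *Sox2*, while that of *Nes* changed sign to -0.0037. SH replicate 3, left out by the paper, had 28.0 and 24.9 CPM of *Neurod1*, 12.7 and 9.92 CPM of *Dcx*, 10.5 and 16.3 CPM of *Hes5*, and 40.4 and 48.7 CPM of *Sox2* in dorsal and ventral DG. In the blocked fit 12 and 5 markers passed. The paper relates the ventral enrichment of RGL markers and the dorsal enrichment of maturing neuron markers to more active neurogenesis in the dorsal DG, with reference to earlier work. From these data it proposes a specialized transcriptional regulation of neurogenesis in the dorsal and ventral DG.

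**Figure D2:**
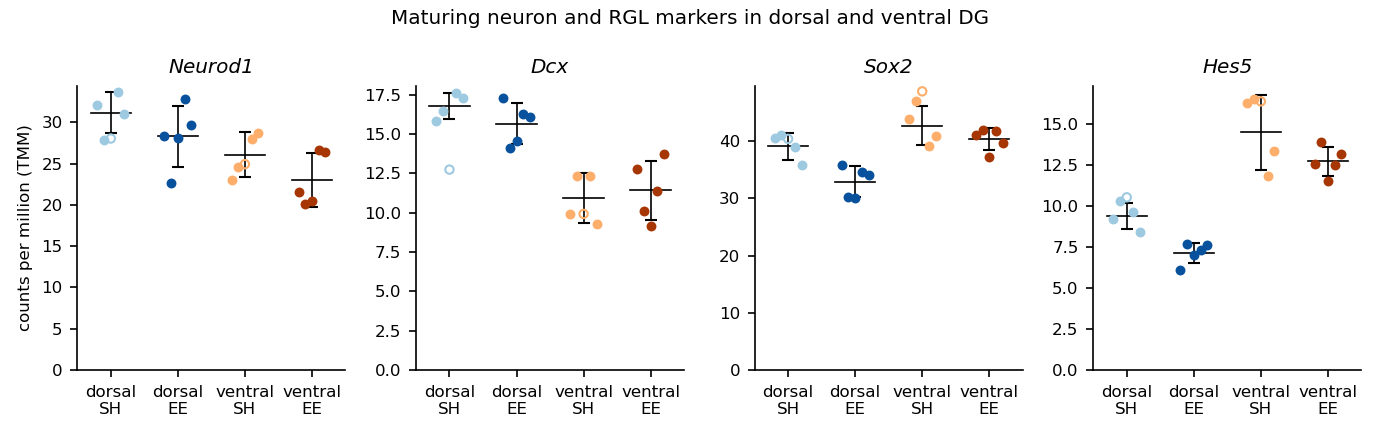
Expression of *Neurod1*, *Dcx*, *Sox2* and *Hes5* in CPM (vertical axis, from 0) in each sample of the 4 groups. Filled circles are the samples the paper analyzed, open circles SH replicate 3, and bars mean ± SD over the filled circles. The means of *Neurod1* and *Dcx* are higher in dorsal DG, and those of *Sox2* and *Hes5* in ventral DG.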

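EE changed 108 genes in dorsal DG (66 raised, 42 lowered) and 41 in ventral DG (31 raised, 10 lowered) at FDR 0.05 with a fold change of at least 20%. These counts compared 5 EE with 4 SH samples in each region by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At unadjusted p under 0.05 without a fold change limit there were 1502 and 1292 genes. With SH replicate 3 included there were 134 and 49 genes, and with the replicate block 172 and 87. EE and SH samples of one region that shared a replicate number had deviations from the group means that correlated at 0.126 (8 pairs). For different numbers the value was -0.0314 (32 pairs), which follows largely from the former, since deviations cancel out within a group. The likelihood ratio test moved the counts most among the alternatives to the test, to 181 and 87. Leaving out one pool at a time gave 70 to 109 genes in dorsal and 18 to 50 in ventral DG. In these fits 41 to 65 genes were raised in dorsal and 17 to 38 in ventral DG, and 25 to 44 and 1 to 12 were lowered.
Of the 108 dorsal genes, 104 changed in the same direction in ventral DG, with a median size of the log2 fold change of 0.48 in dorsal and 0.26 in ventral DG. All 41 ventral genes changed in the same direction in dorsal DG, with a median size of 0.61 in ventral and 0.50 in dorsal DG. Each list was selected in the region where its sizes are larger, which favours that region. A test of the difference between the EE effects of the regions found 1 gene at FDR 0.05, *Igfbp6*, and 553 genes at unadjusted p under 0.05. With SH replicate 3 this test again found 1 gene, and with the replicate block 2 genes. In each of the 9 fits that left out a pool it found 0 genes, with 425 to 643 at unadjusted p under 0.05.
On PC3 the mean EE score exceeded the mean SH score by 16.4 in dorsal DG (exact two-sided permutation test, p = 0.00794) and by 14.1 in ventral DG (exact permutation test, p = 0.0397). The separation was larger in dorsal by 2.28, which was within what the 126 labelings of the pools gave (exact permutation test, p = 0.762). Across all 20 samples the separations were 18.6 and 14.3, and their difference of 4.31 was also within it (exact permutation test over 252 labelings, p = 0.238). On log2(TPM + 1) values PC3 did not separate EE from SH samples in dorsal (exact permutation test, p = 0.984) or ventral DG (exact permutation test, p = 0.738).
Among genes with TPM over 1 in at least 3 samples, those raised most in dorsal DG with every EE sample above every SH sample were *Igfbp6*, *Penk* and *Otos*. *Igfbp6* rose from 4.53 ± 0.418 CPM (SD, n = 4) to 12.9 ± 1.31 CPM (n = 5) in dorsal DG, a log2 fold change of 1.51 (standard error 0.10, adjusted p = 1.78e-08 from the same edgeR test with Benjamini-Hochberg adjustment), and from 5.99 ± 0.623 to 8.97 ± 1.19 CPM in ventral DG. The difference between its EE effects was 0.92 on the log2 scale (standard error 0.15, adjusted p = 0.0461 from the same edgeR test with Benjamini-Hochberg adjustment), and it passed FDR 0.05 in 0 of the 9 fits that left out a pool. *Otos* rose by a log2 fold change of 1.00, and *Gpc3*, *Ogn* and *Npr1* were lowered most, with log2 fold changes of -0.98, -0.83 and -0.70. In ventral DG *Fos*, *Drd1* and *Penk* rose most by the same rule, and *Gypc*, *Ogn* and *Col12a1* had the largest falls, with log2 fold changes of -0.56, -0.44 and -0.41. *Gypc* and *Col12a1* passed FDR 0.05 in 2 and 3 of the 9 fits that left out a pool. *Gpc3* and *A930029G22Rik* had the next smallest p values for the difference between regions, with log2 differences of -0.57 and 0.92, and neither passed FDR 0.05.

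**Figure D3:**
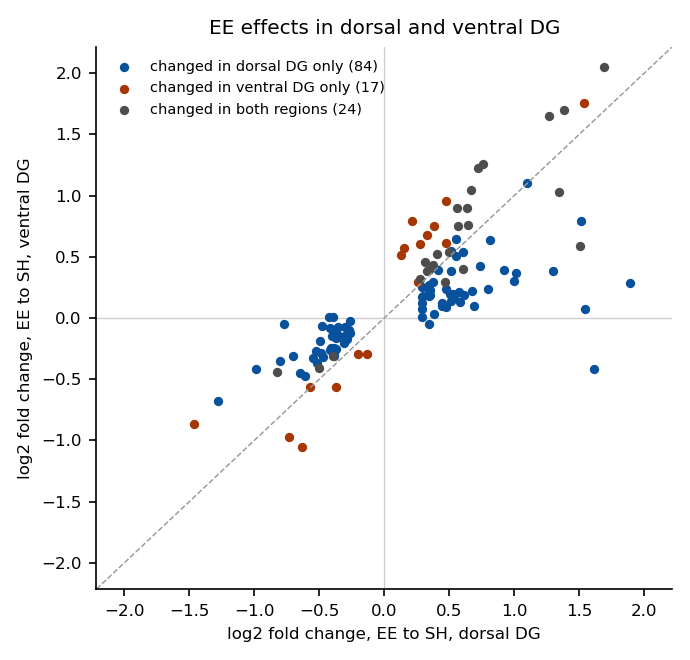
Log2 fold change from SH to EE in dorsal DG (horizontal axis) and ventral DG (vertical axis) of the 125 genes changed in either region. Points are genes, coloured by the region in which they passed FDR 0.05 and the 20% limit, and the dashed line marks equal effects. Of these genes 121 have the same direction in both regions and 90 have the larger effect in dorsal DG, which is favoured by the selection since 84 passed in dorsal DG only.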

Gene expression was more affected by EE in dorsal than ventral DG (Fig. 1b, greater separation of EE and SH samples on PC3 for dorsal than ventral, Supplementary Fig. 2I, J), and dorsal DG has twice as many differentially-expressed genes (152 dorsal, 72 ventral; FDR < 0.05 and fold change ≥ 20%; Fig. 1f; Supplementary Data 1). 

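Raised by EE in both regions at FDR 0.05 and by at least 20% were 21 genes, and 3 were lowered in both. In all 20 samples 23 genes were raised in both, and with the replicate block 35. Leaving out the filter on low counts also gave 35, and the fits that each left out one pool gave 12 to 19. *Npas4* (chromosome 19, 4984355 to 4990316, mm10) rose from 2.63 ± 0.167 CPM in SH (SD, n = 4) to 6.34 ± 0.614 CPM in EE (n = 5) in dorsal DG, a log2 fold change of 1.27 (standard error 0.12, adjusted p = 1.82e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In ventral DG it rose from 1.06 ± 0.309 to 3.34 ± 0.350 CPM, a log2 fold change of 1.65 (standard error 0.15, adjusted p = 3.01e-06 from the same edgeR test with Benjamini-Hochberg adjustment). Ventral SH replicate 1 had 1.52 CPM of *Npas4* against 0.877 to 0.939 CPM in the other ventral SH samples the paper used.
*Arc* (chromosome 15, 74669083 to 74672570) rose from 125 ± 17.6 to 165 ± 13.2 CPM in dorsal and from 83.0 ± 2.86 to 120 ± 19.0 CPM in ventral DG, where EE replicate 2 had 153 CPM against 109 to 114 CPM in the other EE samples. Its log2 fold changes were 0.41 and 0.53, with adjusted p values of 0.0388 and 0.00993 from the same edgeR test with Benjamini-Hochberg adjustment. *Junb* rose from 35.2 ± 1.83 to 44.3 ± 4.35 CPM in dorsal and from 26.3 ± 1.38 to 34.4 ± 3.62 CPM in ventral DG, with adjusted p values of 0.0305 and 0.0267 from the same edgeR test with Benjamini-Hochberg adjustment. *Npas2* rose by log2 fold changes of 0.36 in each region and did not pass FDR 0.05 (adjusted p = 0.0527 and 0.0996 from the same edgeR test with Benjamini-Hochberg adjustment). With the replicate block *Npas2* had adjusted p values of 0.0188 and 0.0300 from the same edgeR test with Benjamini-Hochberg adjustment. *Fos* passed in both regions.
Over all 20 samples the log2 fold changes in dorsal and ventral DG were 1.35 and 1.52 for *Npas4*, 0.43 and 0.48 for *Arc*, 0.30 and 0.38 for *Junb*, and 0.32 and 0.34 for *Npas2*. The left-out dorsal and ventral SH replicate 3 had 1.88 and 1.57 CPM of *Npas4*, 115 and 95.0 CPM of *Arc*, 39.1 and 26.8 CPM of *Junb*, and 12.6 and 13.3 CPM of *Npas2*.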

The 37 genes upregulated in both regions were enriched for learning and memory function and included genes induced during neuronal activation (*Junb, Arc, Fos, Npas2/4*) that play critical roles in contextual memory formation^19^. *Gadd45b* was upregulated by EE in both regions and is implicated in activity-induced demethylation of gene promoters associated with neurogenesis^19^. 

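*Gadd45b* (ENSMUSG00000015312.8, chromosome 10, 80930073 to 80932204, mm10, plus strand) rose from 7.81 ± 0.849 CPM in SH (SD, n = 4) to 10.2 ± 1.32 CPM in EE (n = 5) in dorsal DG and from 10.6 ± 0.637 to 13.9 ± 0.994 CPM in ventral DG. Its log2 fold change was 0.39 in dorsal (standard error 0.09, adjusted p = 0.0521 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.40 in ventral DG (standard error 0.09, adjusted p = 0.0504 from the same edgeR test). With replicate as a block the adjusted p values were 0.00992 and 0.00767 from the same edgeR test with Benjamini-Hochberg adjustment. With all 20 samples the log2 fold changes were 0.37 and 0.45 (adjusted p = 0.0506 and 0.0121 from the same edgeR test with Benjamini-Hochberg adjustment), and SH replicate 3 had 8.33 CPM in dorsal and 8.43 CPM in ventral DG.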

Overall, our transcriptome analyses based on RNA sequencing, which we validated with amplification-free digital RNA quantification (Supplementary Fig. 2K–N), are consistent with enhanced neurogenesis following EE, particularly in the dorsal DG.

### DNA methylation differences between dorsal and ventral DG

DNA methylation is a stable epigenetic mark that could mechanistically support enduring transcriptional differences between dorsal and ventral DG and mediate the lifelong effects of early experience. Neuronal cell types show unique patterns of both CG and non-CG methylation (denoted mCG, mCH)^9^, as well as hydroxymethylation (hmC)^20,21^. However, methylation differences have not been examined within relatively homogenous cell types such as dentate granule cells arrayed along the longitudinal axis of the DG. Our RNA-Seq data showed that enzymes involved in DNA methylation (Dnmt1, Dnmt3a,b) and demethylation (Tet1,2,3, Gadd45a) are enriched in the dorsal compared to the ventral pole of the DG (Supplementary Fig. 2O). 

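Of the 7 genes, 6 were higher in dorsal DG at FDR 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Dnmt1* was at 54.8 ± 2.55 CPM in dorsal and 44.8 ± 4.51 CPM in ventral SH (SD, n = 4 each), and *Dnmt3a* at 68.9 ± 3.23 and 56.6 ± 3.00 CPM. Their log2 fold changes over both housings were 0.29 (standard error 0.05) and 0.28 (standard error 0.04). *Tet1*, *Tet2* and *Tet3* had log2 fold changes of 0.24, 0.37 and 0.46, and *Gadd45a* 0.64 (standard error 0.08), from 4.35 ± 0.427 CPM in dorsal to 2.76 ± 0.397 CPM in ventral SH. *Dnmt3b*, at 0.992 ± 0.118 and 0.664 ± 0.263 CPM, had a log2 fold change of 0.47 (standard error 0.17, adjusted p = 0.0593 from the same edgeR test with Benjamini-Hochberg adjustment) and was higher in the dorsal sample of 7 of the 9 pools.
Across all 20 samples the same 6 genes passed, and the log2 fold change of *Dnmt3b* was 0.38 (adjusted p = 0.192 from the same edgeR test with Benjamini-Hochberg adjustment). The excluded SH replicate 3 had 52.3 and 50.2 CPM of *Dnmt1* and 0.392 and 0.706 CPM of *Dnmt3b* in dorsal and ventral DG. In the blocked fit 6 genes passed, and across the fits that each left out one pool 6 or 7.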

To examine mCG, mCH, and hmC with single base resolution genome-wide, we performed bisulfite sequencing (MethylC-Seq) and Tet-assisted bisulfite sequencing (TAB-Seq)^22^ on each of 20 samples (5 independent samples per condition from dorsal and ventral DG; 14.8-fold genome coverage per sample), a dataset unprecedented in its scale.

Each of the three forms of methylation exhibited a distinct genomic distribution in dorsal and ventral DG, leading to clear separation of dorsal and ventral samples in terms of methylation principal components (Supplementary Fig. 3A). A striking example is the locus containing *Nr2f2 (COUP-TF2)*, a developmental factor upregulated in ventral DG^2,23^. The gene body of *Nr2f2* is surrounded by a large, ~50 kbp DNA-methylation valley (DMV) that is dorsally hypomethylated in terms of mCG, mCH, and hmCG (Fig. 2a, boxes i,ii,iv). The opposite pattern, ventral hypomethylation, prevails within the gene body of the shorter isoform, *Nr2f2.2* (box iii), consistent with the strong ventral-specific expression of this gene (>4-fold). 

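The counts of *Nr2f2* are for the whole gene (chromosome 7, 70351944 to 70366735, mm10, minus strand), with its isoforms summed. Expression was 4.05-fold higher in ventral than dorsal DG in SH (log2 fold change -2.02, standard error 0.11, adjusted p = 1.96e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 4.28-fold higher in EE (log2 fold change -2.10, standard error 0.09, adjusted p = 1.14e-13 from the same edgeR test). The ventral sample was higher in all 9 pools. It passed FDR 0.05 in all 9 fits that left out a pool.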

The presence of large DMVs with both dorsal and ventral hypomethylation signatures at this locus illustrates the complex, region-specific relationship between DNA methylation and gene expression. We found additional DMVs associated with differentially expressed transcription factors such as *Nr2f1*, as well as the developmental patterning factor *Pax7* (Supplementary Fig. 4).

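*Pax7* (chromosome 4) had 4 counts in total over the 18 samples, and was below the limit of more than 10 counts in at least 2 samples, so no regional difference was tested at this depth.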

**Fig. 2:**
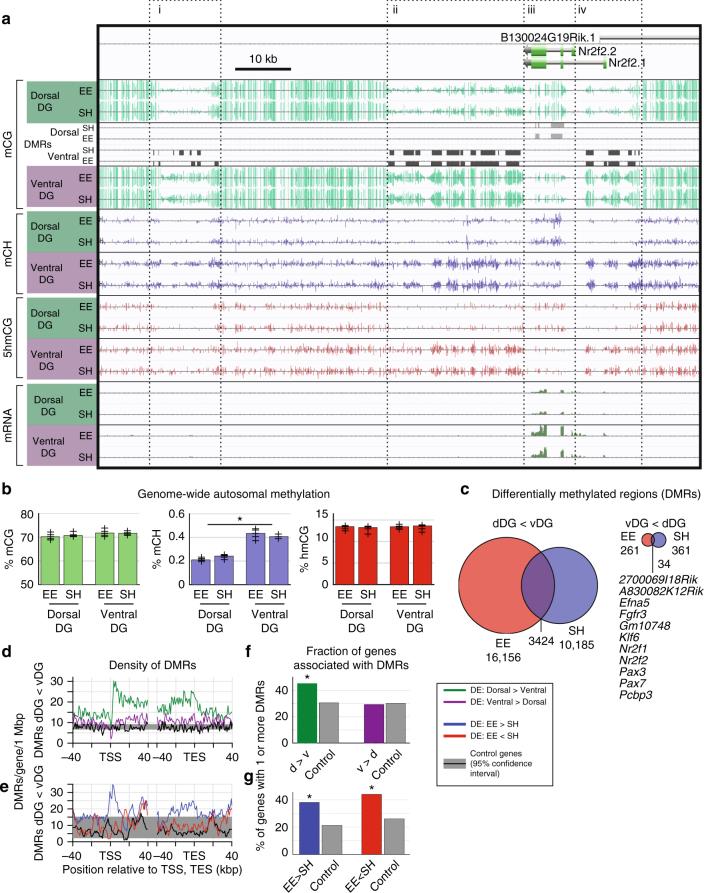
Reduced DNA methylation in dorsal dentate gyrus associated with expression differences. **a** Browser view of the locus containing development factor *Nr2f2* (*Coup-TF2*) shows bidirectional differentially methylated regions (DMRs) and corresponding differences in DNA methylation (mCG, mCH), hydroxymethylation (hmCG), and mRNA expression. **b** The genome-wide mCH level is ~50% lower in dorsal compared with ventral DG; mCG and 5hmCG did not differ ( + symbols indicate levels for individual samples). **c** The vast majority of region-specific DMRs are hypomethylated in dorsal (dDG < vDG). The smaller number of ventral hypomethylated DMRs (vDG < dDG) includes many key developmental transcription factors. **d**, **e** DMRs are enriched at differentially expressed (DE) genes. Gray shaded region: 95% confidence interval from control genes with equivalent mean expression. **f**, **g** Over half of DE genes contain no DMR

Non-CG methylation (mCH) accumulates within neurons during post-mitotic maturation in the first 4 weeks of life in mouse frontal cortex^21^ and accounts for ~25% of methylcytosines in adult mouse DG^24^. Genome-wide, we found nearly twice as much mCH in ventral compared with dorsal DG (*p* < 0.01, Fig. 2b). This finding could be explained if increased neurogenesis in dorsal DG leads to a higher proportion of immature neurons, which may lack mCH. Global mCG and hmCG levels were equivalent in dorsal and ventral DG, and EE had no effect on global methylation levels. We did not detect significant hydroxymethylation at non-CG sites, consistent with cortical neurons and embryonic stem cells^21,25^.

A key advantage of whole-genome DNA methylation profiling is the ability to identify differentially methylated regions (DMRs), often far from any gene body, that mark tissue-specific gene regulatory elements^9,10^. We found ~23,000 DMRs that were hypomethylated in the dorsal relative to ventral DG^26^ (hereafter called dorsal DMRs; mean methylation difference 26% ± 4.5% s.d.; Supplementary Fig. 3H, Supplementary Data 1), covering ~4.45 Mbp or 0.16% of the genome in total (Fig. 2c). In contrast, we found only 587 DMRs hypomethylated in ventral relative to dorsal DG (hereafter called ventral DMRs), covering 84 kbp. This strong bias, with ~40-fold more hypomethylated regions in the dorsal DG, contrasts with the balanced number of differentially expressed genes in dorsal and ventral DG (Fig. 1c, d), suggesting an asymmetric role for DNA methylation in region-specific gene regulation. 

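With a smaller or larger minimum fold change, the number of expressed genes that differed at FDR 0.05 stayed similar up to 1.5-fold, with 365 genes higher in dorsal and 397 in ventral DG, and without a limit 3485 and 3462. At 4-fold there were 7 and 35. Among all tested genes, including those of lower TPM, 4421 were higher in dorsal and 4485 in ventral DG without a limit, 336 and 491 at 2-fold, and 18 and 158 at 4-fold. Choroid plexus markers had a median log2 fold change of -3.46, with 0 of 12 higher in dorsal DG. RNA of that tissue may therefore add to the ventral counts at high fold change, and how much it adds was not tested.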

Despite their small number, ventral hypomethylated DMRs marked key developmental patterning transcription factors (*Nf2f1/2*, *Pax3/7*), as well as *Efna5* and *Fgfr3* (Fig. 2c), which are linked to the proliferation, maintenance and survival of neural stem cells^27,28^.

### DNA methylation correlates with repression at some genes

CG and non-CG DNA methylation are associated with reduced gene expression, while hmC associates with increased expression, as previously observed for frontal cortical neurons^9,21^ (Supplementary Fig. 3B, C, F, G). We therefore examined whether dorsal-ventral differences in methylation correlated with region-specific expression. Genes upregulated in the dorsal DG were enriched for dorsal DMRs near the transcription start site (TSS) and throughout the gene body (Fig. 2d, green curve). These DMRs were also enriched at genes that are differentially expressed in EE compared to SH treated mice (Fig. 2e). Ventrally-upregulated genes showed a significant depletion of dorsal DMRs (Fig. 2d, purple curve) and an enrichment of ventral DMRs near the TSS (Supplementary Fig. 3D). Interestingly, dorsal DMRs were also enriched at genes that were up- and down-regulated in EE, although over half of dorsal up-regulated genes, and >98.5% of ventral up-regulated genes, contained no DMRs that could explain their region-specific differential expression (Fig. 2f, g, Supplementary Fig. 3D). These DMR-independent, differentially expressed (DE) genes included some with strong (>6-fold) regional specificity (e.g., *Grp*, *Cyp26b*, Supplementary Fig. 3E). 

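*Grp* (ENSMUSG00000024517.15, chromosome 18, 65872820 to 65886596, mm10) was at 1.29 ± 0.309 CPM in dorsal and 12.5 ± 1.26 CPM in ventral SH (SD, n = 4 each), a 9.71-fold difference, and at 2.11 ± 0.417 and 16.7 ± 1.87 CPM in EE (n = 5 each), a 7.93-fold difference. The log2 fold changes from ventral to dorsal were -3.28 in SH (standard error 0.15, adjusted p = 3.74e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -2.99 in EE (standard error 0.12, adjusted p = 2.03e-14 from the same edgeR test). *Cyp26b1* (ENSMUSG00000063415.11, chromosome 6, 84571414 to 84593908) was at 35.2 ± 4.81 CPM in dorsal and 3.74 ± 0.709 CPM in ventral SH, a 9.41-fold difference, and at 35.1 ± 3.95 and 5.37 ± 0.864 CPM in EE, a 6.54-fold difference. The log2 fold change over both housings was 2.97 (standard error 0.09, adjusted p = 1.7e-16 from the same edgeR test with Benjamini-Hochberg adjustment) and 2.98 over all 20 samples. Every pool had the same direction for both genes. The left-out SH replicate 3 had 1.66 CPM of *Grp* and 33.3 CPM of *Cyp26b1* in dorsal, and 12.1 and 3.45 CPM in ventral DG. With the replicate block the log2 fold changes were -3.13 and 2.97.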

DNA methylation may thus play a targeted role in controlling regional differentiation through key transcription factors. These factors could then sustain differential expression programs in a methylation-independent manner.

### Impact of enrichment on DNA methylation in DG

EE enhanced the epigenetic distinction between dorsal and ventral DG, leading to detection of nearly 60% more dorsal DMRs in EE (16,156 DMRs) compared with SH-reared (10,185) animals (Fig. 2c). However, only a small number of regions were statistically significant DMRs when using the same criteria to directly compare SH and EE conditions (390 hypo-methylated, 595 hyper-methylated in EE). These DMRs did not overlap between the dorsal and ventral regions. We reasoned that EE-dependent changes in DNA methylation may be enriched within the relatively abundant dorsal DMRs, and thus focused our analysis on these sites. Upon averaging over all dorsal DMRs, we found lower dorsal DNA methylation levels in EE compared with SH at both CG (*p* = 0.032) and non-CG (CA, *p* = 0.049; CT, *p* = 0.017) sites (Fig. 3a, b, Supplementary Fig. 5). Ventral DNA methylation was not significantly different between EE and SH. Dorsal DMRs were highly methylated in the fetal mouse cortex^21^ and subsequently began losing methylation by one week of age (Fig. 3c). Dorsal DMRs thus mark regions that become demethylated during neuronal development. The decreased methylation of these regions in EE-reared mice is consistent with a higher proportion of immature neurons due to enhanced neurogenesis in the dorsal DG^18^. Further supporting this interpretation, we observed that most genes up-regulated by EE were also up-regulated in dorsal relative to ventral DG (Fig. 3d).

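Of the 66 genes raised by EE in dorsal DG, 55 were higher in dorsal than ventral DG, with a median dorsal to ventral log2 fold change of 0.58. Among 10000 random lists of 66 genes matched on mean expression, 95% had a median between -0.10 and 0.07, and the median of the genes raised by EE was above all of them (percentile 100). Dorsal EE samples enter both comparisons, so the regions were also compared in SH samples only, where 52 of the 66 genes were higher in dorsal DG with a median of 0.57. In EE samples only, 56 were higher with a median of 0.68. In all 20 samples, 66 of 81 raised genes were higher in dorsal DG with a median of 0.62. The likelihood ratio test moved the median most apart from single pools, to 0.33, with 77 of 109 genes higher in dorsal DG. Leaving out one pool at a time gave medians from 0.47 to 0.78. Of the 31 genes raised by EE in ventral DG, 21 were higher in dorsal DG (median 0.23). The 42 genes lowered by EE in dorsal DG had a median of -0.01, at percentile 41.0 of random lists.

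**Figure D4:**
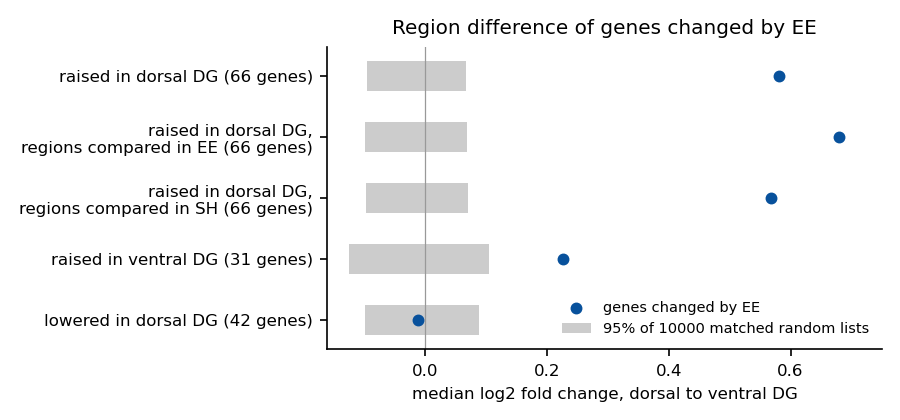
Median dorsal to ventral log2 fold change (horizontal axis) of genes changed by EE (points) beside the central 95% of medians of 10000 random lists matched on mean expression (gray bars). Each line is a list of genes or a set of samples in which the regions were compared. The lists of raised genes lie to the right of the gray bars, and the list of genes lowered in dorsal DG lies within its bar.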

**Fig. 3:**
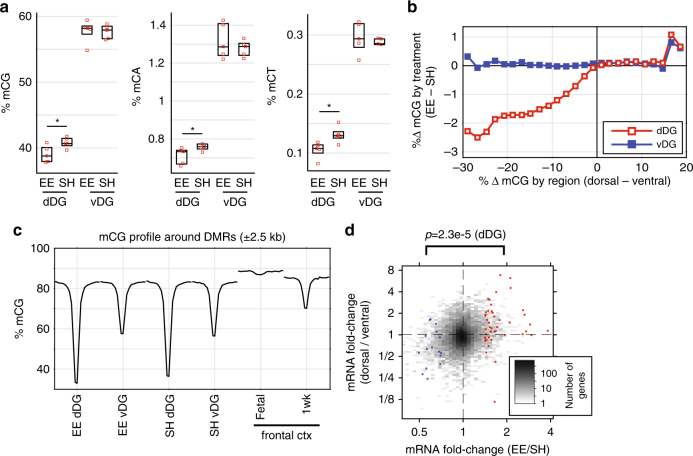
Greater dorsal-ventral differentiation of DNA methylation in enriched environment. **a** At DMRs hypomethylated in dDG, dorsal DNA methylation is lower in EE compared with SH reared animals at CG, CA and CT sites (*p* < 0.05, ANOVA). Ventral methylation is unaffected. **b** Median difference in mCG between EE and SH samples across all genomic bins (1 kbp) stratified by regional (dorsal-ventral) difference in mCG shows a strong effect in the dorsal, but not ventral, DG. **c** Mean mCG profile centered on dorsal DMRs in DG, as well as in fetal and 1 week old frontal cortex^21^. **d** Genes that are up-regulated in EE are also enriched in dDG

### *NeuroD1* binding sites enriched at dorsal DMRs

To address the functional significance of DG DMRs, we analyzed the enrichment of transcription factor DNA sequence motifs^29^ (Fig. 4a–d). Dorsal DMRs were strongly enriched for binding motifs of NeuroD1 (*p* < 10^−200^, hypergeometric test), a basic helix-loop-helix transcription factor that is essential for maturation of newborn hippocampal neurons^30–32^. Dorsal DMRs were also enriched in motifs of the MEF2 family of transcription factors involved in neuronal differentiation^33^ (Fig. 4a). By contrast, treatment-related DMRs hypomethylated in EE relative to SH were enriched for AP-1 family motifs, indicating activation of binding sites for the immediate early genes *Fos* and *Jun* (Fig. 4c). This is consistent with our transcriptomic data (Supplementary Fig. 2I, J) showing up-regulation of *Fos* and *Fosb* in EE treated mice, and implicates AP-1 signaling as a target for the effects of EE.

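*Fos* (ENSMUSG00000021250.12, chromosome 12, 85473890 to 85477273, mm10) rose from 6.92 ± 1.46 CPM in SH (SD, n = 4) to 11.7 ± 1.25 CPM in EE (n = 5) in dorsal DG and from 3.70 ± 0.652 to 8.90 ± 0.647 CPM in ventral DG. Its log2 fold change was 0.76 in dorsal (standard error 0.12, adjusted p = 0.00168 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.26 in ventral DG (standard error 0.13, adjusted p = 2.25e-05 from the same edgeR test). *Fosb* (ENSMUSG00000003545.2, chromosome 7, 19302696 to 19310051) rose from 3.48 ± 0.696 to 5.53 ± 0.637 CPM in dorsal and from 2.36 ± 0.415 to 4.88 ± 0.380 CPM in ventral DG. Its log2 fold changes were 0.67 in dorsal (standard error 0.13, adjusted p = 0.00792 from the same edgeR test with Benjamini-Hochberg adjustment) and larger in ventral DG (standard error 0.13, adjusted p = 0.000291). Over all 20 samples the log2 fold changes of *Fos* were 0.75 and 1.29, and those of *Fosb* 0.75 and 1.02. SH replicate 3, left out by the paper, had 7.15 and 3.29 CPM of *Fos*, and 2.49 and 2.59 CPM of *Fosb*, in dorsal and ventral DG. With replicate as a block the log2 fold changes were 0.78 and 1.28 for *Fos*, and 0.64 and 1.02 for *Fosb*. The larger effect of *Fos* in ventral DG did not pass FDR 0.05 in the test of the difference between regions.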

**Fig. 4:**
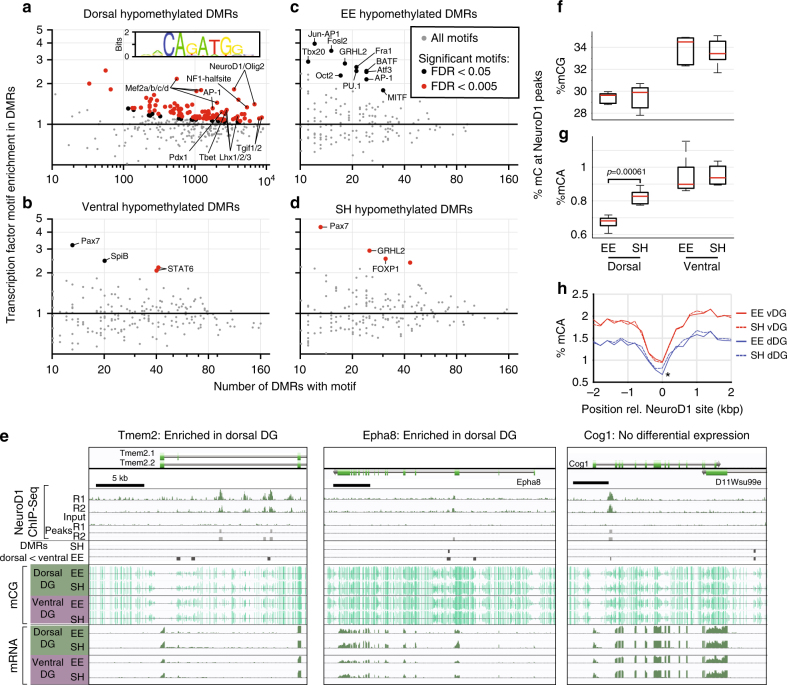
Transcription factor binding sites are enriched at DMRs. **a**–**d** Known transcription factor binding site sequence motifs are significantly enriched within DMRs. **a** Dorsal DMRs are enriched for motifs of developmental and neuronal differentiation TFs, including NeuroD1. Inset: sequence logo of *de novo* sequence motif matching the NeuroD1 binding motif. **b** Ventral DMRs are enriched in the TF binding site for Pax7. **c** EE DMRs are enriched for binding sites of AP-1 family immediate early genes. (**c**, **d**) EE and SH DMRs are enriched for GRHL2 motifs. **e** Dorsal DMRs significantly colocalize with experimentally determined binding sites of NeuroD1^32^ at dorsally enriched genes (*Tmem2, Epha8*) and at some genes with no significant differential expression (*Cog1*). **f**–**h** mCA is significantly reduced in dDG at NeuroD1 binding sites

Treatment-related DMRs, including both those that are hypo- and hyper-methylated in EE, are enriched with binding motifs for *Grhl2* (Fig. 4c, d), a developmental factor that may contribute to survival of neuronal progenitors via its expression in non-neuronal cells^34^. Consistent with a potential glial role, *Grhl2* mRNA is expressed at a low level in our data from dentate gyrus (0.087 ± 0.3 TPM), as well as in data from dentate granule cells^2^.

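*Grhl2* (ENSMUSG00000022286.14, chromosome 15, 37233036 to 37363569, mm10, plus strand) had a deposited TPM of 0.0239 ± 0.0191 (SD, n = 18 samples) with a highest value of 0.07. By group the means were 0.0075 in dorsal SH, 0.016 in dorsal EE, 0.03 in ventral SH and 0.04 in ventral EE. With all 20 samples the mean was 0.0225 ± 0.0186. The gene had 75 counts in total over the 18 samples and at most 9 in one sample, so it was below the count limit and its groups were not tested.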

To validate the motif analysis, we examined DNA methylation in the dorsal DG at experimentally determined NeuroD1 binding sites from a previous study of in vitro neuronal differentiation^32^. We found a significant overlap of NeuroD1 ChIP-Seq peaks with dorsal hypomethylated DMRs (67 peaks within 500 bp of a DMR; *p* = 1.8 × 10^−11^, hypergeometric test; Supplementary Data 1). A total of 48 genes contained NeuroD1 peaks collocated with a DMR (Fig. 4e). The vast majority of these genes, including *Tmem2* and *Epha8*, were significantly differentially expressed between dorsal and ventral DG (41/48); however, we also found NeuroD1 peaks overlapping DMRs in non-DE genes such as *Cog1* (Fig. 4e). 

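*Tmem2* (ENSMUSG00000024754.11, chromosome 19, 21778342 to 21858360, mm10) was at 24.9 ± 2.08 CPM in dorsal and 18.0 ± 0.799 CPM in ventral SH (SD, n = 4 each), with a dorsal to ventral log2 fold change of 0.48 (standard error 0.05, adjusted p = 1.07e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Epha8* (chromosome 4, 136929419 to 136956816) was at 3.24 ± 0.739 and 1.71 ± 0.337 CPM in EE (n = 5 each), with a log2 fold change of 0.87 (standard error 0.14, adjusted p = 6.66e-05 from the same edgeR test with Benjamini-Hochberg adjustment). *Cog1* (chromosome 11, 113649169 to 113667054) was at 46.5 ± 3.09 and 42.3 ± 3.36 CPM in SH, and at 48.1 ± 2.57 and 42.6 ± 4.20 CPM in EE. The log2 fold change of 0.16 (standard error 0.05, adjusted p = 0.0243 from the same edgeR test with Benjamini-Hochberg adjustment) was below the limit of 20%, and it passed FDR 0.05 in 7 of the 9 fits that left out a pool. Across all 20 samples the log2 fold changes were 0.45, 0.90 and 0.16, and with the replicate block 0.48, 0.86 and 0.16. The excluded SH replicate 3 had 21.1 and 18.2 CPM of *Tmem2*, 3.92 and 1.84 CPM of *Epha8*, and 45.3 and 40.9 CPM of *Cog1* in dorsal and ventral DG.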

Consistent with the motif enrichment analysis, we found lower mCG in dorsal compared with ventral DG at NeuroD1 ChIP-Seq peaks (Fig. 4f). Although we found no effect of EE on mCG levels at these sites, there was a significant reduction in mCA at these sites specifically in the dorsal, but not ventral, DG (*p* = 0.0006, Fig. 4g). The EE-associated differences in mCA were highly localized to the NeuroD1 binding site (Fig. 4h). Thus, subregion-specific, environmental influences on dentate gyrus appear to reflect dynamic epigenetic modifications at non-CG sites within NeuroD1 transcription factor binding regions that are linked to neuroplasticity, including neurogenesis.

## Discussion

Our study integrates whole-genome, base-resolution DNA methylation and hydroxymethylation data with gene expression (RNA-Seq), in vivo structural MRI and immunohistochemistry, in a mouse model of peripubertal environmental enrichment. Environmental enrichment is a form of early experience that stably alters neural development and behavior in rodent models^35^. Using these multi-modal datasets we have identified subregion-specific transcriptomic and epigenomic influences of enriched experience in the dorsal and ventral DG. We find that the magnitude of the molecular differentiation of the dorsal and ventral hippocampus is influenced by early experience. Based on our data and analysis, we can begin to propose a unified model of epigenomic and transcriptional regulation in the DG integrating both region-specific and environmental enrichment effects (Fig. 5).

**Fig. 5:**
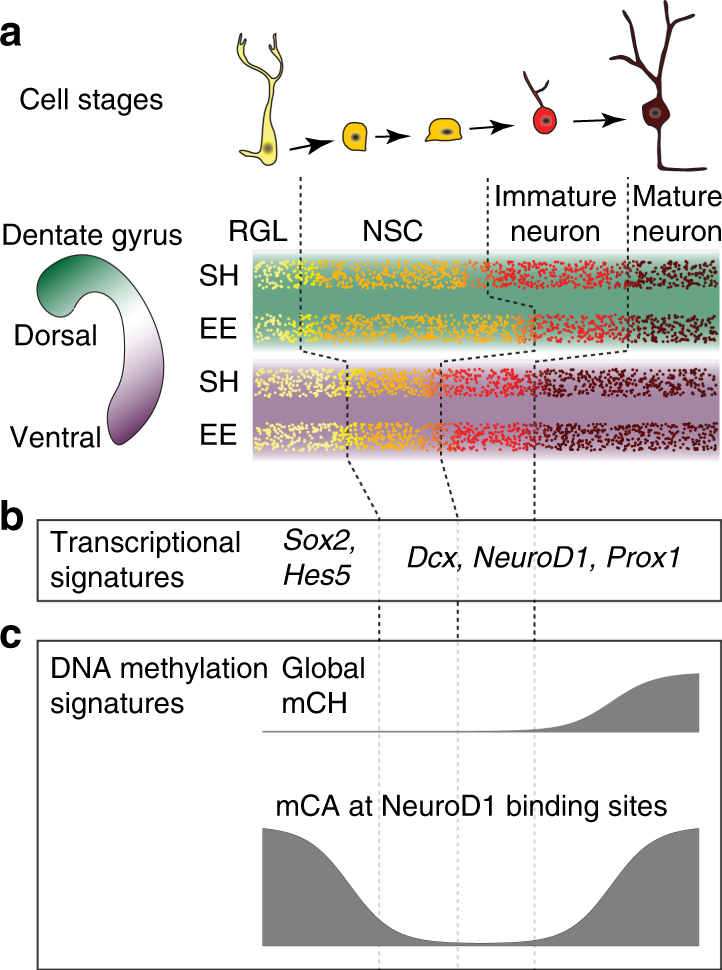
A model for epigenetic regulation of dorsal and ventral DG. **a** The cell stages occurring within the subgranular zone of the dentate gyrus are shown together with a schematic illustration of possible relative proportions consistent with our data. RGL Radial glia-like progenitor, NSC Neural stem cell. **b** Key genes associated with the RGL stage are up-regulated in ventral DG relative to dorsal DG. **c** We propose that mCH accumulates mainly in mature neurons

Lesion studies and connectivity profiles of the hippocampus have suggested that the dorsal hippocampus is critical for spatial cognition, whereas the ventral region is associated with emotional processing and stress responses^1^. There are substantial expression differences along the dorsal-ventral axis of the DG, as well as hippocampal subregions CA1, CA2, and CA3^2,15,36^. However, regulatory mechanisms that could support these differences remain unexamined. Our data bridge this gap, linking dorsal–ventral DNA methylation differences with transcription. For example, we identified hypomethylated regions in the ventral DG at *Pax3* and *Pax7*. These transcription factor genes restrict ventral fate in the spinal cord and could play a similar role in the hippocampus^37^. These results extend our knowledge of the substantial epigenomic and transcriptional differences that parallel the functional specialization of the dorsal and ventral DG^1,2,14,38^.

The high level of correlation (*r = *0.988) among transcriptomes from our five independent samples allowed us to detect 3497 differentially expressed genes with high statistical confidence, far more than were previously reported in purified granule cells^2^. This illustrates that gene expression profiling in intact tissues is a valuable complement to cell type specific approaches, which may perturb the cellular transcriptome in the course of cell type purification. 

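Pairs of one dorsal and one ventral sample had a mean Spearman's rho of 0.984 ± 0.00158 (SD, 81 pairs), lower than the pairs within groups. The lowest rho within groups and the highest between regions were 0.991 and 0.987. In all 20 samples the mean between regions was 0.984 (100 pairs).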

While the transcriptional differences we observe between dorsal and ventral DG are substantial, they are of a smaller magnitude than differences among cortical cell types (Supplementary Fig. 2H)^9^. For example, there are 4.7-fold more DE genes (using a cutoff >2-fold differential expression) when comparing cortical excitatory neurons with PV- or VIP-positive interneurons.

In contrast with the widespread differential gene expression between dorsal and ventral DG, we found a more limited number of DNA methylation and hydroxymethylation differences (mCG and hmCG). We did find a 2-fold higher abundance of mCH throughout the genome in the ventral compared with dorsal DG. Although notable DNA methylation differences at key transcription factor and ventral patterning genes were negatively correlated with gene expression, overall our data suggest that many dorsal-ventral gene expression differences cannot be directly linked to DNA methylation differences.

Adult neurogenesis in the DG is enhanced by EE^35^, but the molecular mechanisms mediating this process remain unknown. Brain-derived neurotrophic factor (BDNF) is upregulated at the mRNA level in mouse hippocampus following 3–4 weeks of exposure to EE^39^, while EE-induced adult neurogenesis was blocked in a heterozygous knockout (*Bdnf*^*+/*−^)^40^. Similarly, mRNA for vascular endothelial growth factor (VEGF) is upregulated in hippocampus upon exposure to EE, and manipulations that increase or decrease VEGF levels cause corresponding increases and decreases in neurogenesis^41^. 

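*Bdnf* (ENSMUSG00000048482.13, chromosome 2, 109674700 to 109727007, mm10) was at 70.5 ± 5.02 CPM in SH (SD, n = 4) and 79.3 ± 11.4 CPM in EE (n = 5) in dorsal DG, and at 44.0 ± 1.33 and 48.3 ± 7.45 CPM in ventral DG. The differences were smaller than the SD of the EE samples. Dorsal SH replicate 2 had 63.1 CPM against 72.1 to 73.7 CPM in the other dorsal SH samples the paper used. Log2 fold changes with EE were 0.17 in dorsal (standard error 0.10, adjusted p = 0.658 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.14 in ventral DG (standard error 0.10, adjusted p = 0.802 from the same edgeR test). *Vegfa* (chromosome 17, 46016993 to 46032369) was at 30.1 ± 4.09 CPM in SH and 34.7 ± 0.963 CPM in EE in dorsal DG, and at 31.5 ± 1.86 and 35.3 ± 3.11 CPM in ventral DG. Its log2 fold changes were 0.21 and 0.16 (adjusted p = 0.308 and 0.611 from the same edgeR test with Benjamini-Hochberg adjustment). In the blocked fit the adjusted p of *Vegfa* in dorsal DG was 0.0488 from the same edgeR test with Benjamini-Hochberg adjustment, at a log2 fold change of 0.23, below the limit of 20%. Over all 20 samples the log2 fold changes were 0.20 and 0.13 for *Bdnf*, and 0.20 and 0.14 for *Vegfa*, none past FDR 0.05. The left-out SH replicate 3 had 62.6 and 45.7 CPM of *Bdnf*, and 31.2 and 34.6 CPM of *Vegfa*, in dorsal and ventral DG.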

We did not detect differential expression of *Bdnf* or *Vegf* in the dorsal or ventral DG, suggesting these factors may be upregulated in other hippocampal regions. We did identify up-regulation in EE of mRNA for dopamine receptor D1 (*Drd1*), which is expressed in dentate granule cells^42^ and gates long-term changes in synaptic strength^43,44^, and the opioid neuropeptide *Penk* that is expressed in a subpopulation of DG granule cells^14^. 

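*Drd1* (ENSMUSG00000021478.5, chromosome 13, 54051183 to 54055705, mm10) rose from 10.7 ± 0.770 CPM in SH (SD, n = 4) to 17.7 CPM in EE (n = 5) in dorsal DG, a log2 fold change of 0.72 (standard error 0.10, adjusted p = 0.000493 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In ventral DG it rose from 2.00 ± 0.153 to 4.69 ± 1.07 CPM, a log2 fold change of 1.23 (standard error 0.15, adjusted p = 0.000116 from the same edgeR test with Benjamini-Hochberg adjustment). *Penk* (ENSMUSG00000045573.9, chromosome 4, 4133531 to 4138819) rose from 15.1 ± 2.21 to 38.3 ± 4.50 CPM in dorsal DG, a log2 fold change of 1.35 (standard error 0.13, adjusted p = 4.87e-06 from the same edgeR test with Benjamini-Hochberg adjustment). In ventral DG *Penk* rose from 8.30 ± 0.701 to 17.0 ± 4.50 CPM, a log2 fold change of 1.03 (standard error 0.15, adjusted p = 0.00142 from the same edgeR test with Benjamini-Hochberg adjustment), and SH replicate 4 had 7.25 CPM against 8.58 to 8.69 CPM in the other SH samples the paper used. All 4 rises passed FDR 0.05 in each of the 9 fits that left out a pool. With all 20 samples the log2 fold changes were 0.76 for *Drd1* in dorsal DG, and 1.35 and 1.04 for *Penk* in dorsal and ventral DG. SH replicate 3, left out by the paper, had 9.20 and 3.37 CPM of *Drd1*, and 14.7 and 8.19 CPM of *Penk*, in dorsal and ventral DG. Its ventral value of *Drd1* was above the 1.82 to 2.19 CPM of the other ventral SH samples and near the lowest ventral EE sample, at 3.45 CPM. Its inclusion thus raises the ventral SH mean. With the replicate block the log2 fold changes were 0.73 and 1.23 for *Drd1*, and 1.35 and 1.02 for *Penk*.

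**Figure D5:**
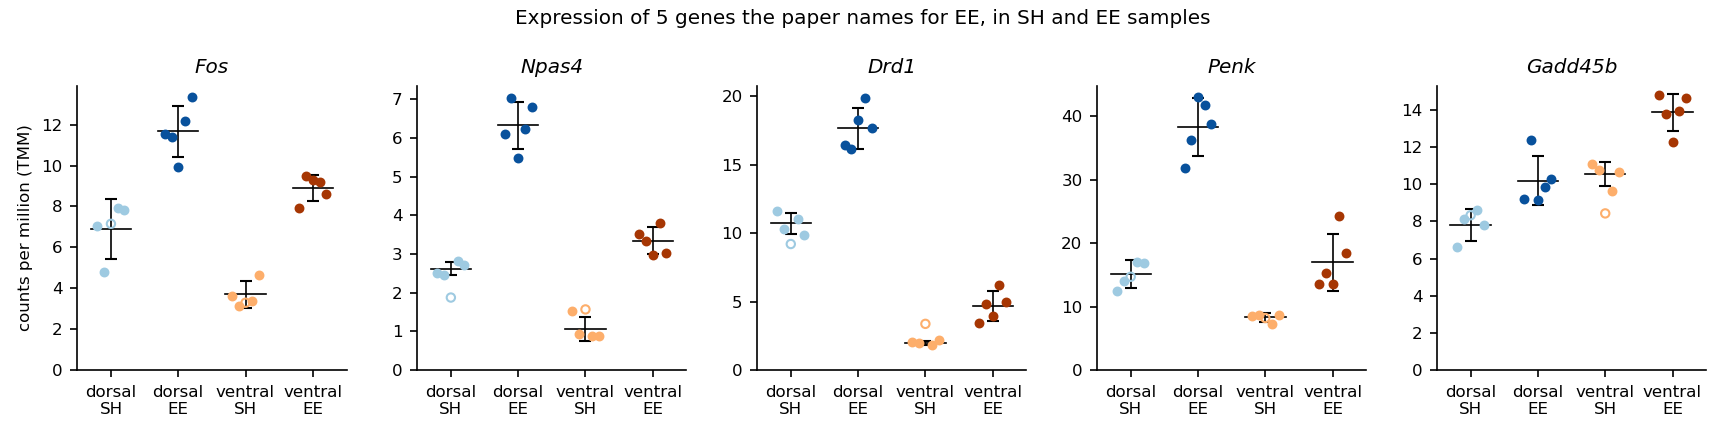
Expression of *Fos*, *Npas4*, *Drd1*, *Penk* and *Gadd45b* in CPM (vertical axis, from 0) in each sample of the 4 groups. Filled circles are the samples the paper analyzed, open circles SH replicate 3, and bars mean ± SD over the filled circles. In each region every filled EE circle lies above every filled SH circle of these genes.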

We also found activation of immediate early genes (IEGs), consistent with increased synaptic activity. 

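For the IEGs *Fos*, *Fosb*, *Junb*, *Arc* and *Npas4*, each EE sample was above each SH sample the paper used, in dorsal and in ventral DG. *Fos* and *Npas4* passed FDR 0.05 in both regions in all 9 fits that left out a pool. *Arc* passed in 2 of these fits in dorsal and 8 in ventral DG, *Junb* in 3 and 4, and *Fosb* in 8 and 9.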

Exposure to a novel environment activates IEG transcription in DG granule cells that can be detected by single nuclei sorting followed by RNA-Seq^15^. Our data suggest IEGs are also activated by long-term exposure to an enriched environment, which includes continuous introduction of novel objects, as well as social and physical stimulation. Importantly, by performing 5-fold replicate experiments on independent biological samples, each drawn from 10 to 12 animals, we could stringently assess the reproducibility and robustness of gene expression changes.

Changes in DNA methylation can mediate long-lasting environmental effects on gene expression and behavior^3^. EE induces stable behavioral changes^45^, yet the role of DNA methylation has not been examined. 

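The rise of *Gadd45b* from SH to EE was 30.7% in dorsal and 31.5% in ventral DG. Each EE sample was above each SH sample the paper used. Across the fits that left out one pool at a time, the log2 fold change was 0.31 to 0.44 in dorsal and 0.36 to 0.44 in ventral DG, and FDR 0.05 was passed in 2 of the 9 fits in each region.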

In our EE cohort, we observed a 31% upregulation of *Gadd45b*, involved in activity-induced DNA demethylation^19^. We found few DMRs in a direct comparison of EE and SH raised animals, indicating that individual DNA methylation changes in this paradigm may fall below the detection threshold for whole genome bisulfite sequencing. We did observe an effect of EE in modulating DNA methylation at dorsal-ventral DMRs. There were 59% more dorsal DMRs (methylation significantly lower in dorsal compared to ventral DG) in our EE cohort compared to SH. These DMRs were enriched for binding sites of the neurodevelopmental transcription factor, NeuroD1, which is upregulated in maturing adult newborn neurons. These genomic regions also showed significantly lower methylation in EE compared to SH at CA and CT dinucleotides, suggesting an effect of early experience on a largely brain-specific form of methylation. These findings could be explained by changes in methylation within existing cells, changes in the proportion of maturing newborn neurons, or a combination of both. We also examined the role of 5-hydroxymethylcytosine (5hmC) in EE. Ten-eleven translocation (TET) family of enzymes can catalyze the conversion of 5-mC to 5-hmC^46^. Although its function is not fully understood, 5-hmC may represent an intermediate state produced during demethylation. We found 5-hmc was positively correlated with transcription, supporting the idea that 5-hmC mediates transcription.

Previous work suggests a functional distinction between the dorsal and ventral DG, and our work shows the two poles are differently affected by EE^1^. 

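The number of genes changed by EE at FDR 0.05 and by at least 20% was larger in dorsal than in ventral DG by 67, and by 85 over all 20 samples and with the replicate block alike. Separate fits for each region moved it most among the alternatives set at the start, to 107. Leaving out one pool at a time gave differences of 29 to 68. Among 306 genes with an EE effect over both regions at FDR 0.05, the median size of the effect was 0.32 in dorsal and 0.26 in ventral DG on the log2 scale, and 188 had the larger effect in dorsal DG. The median difference was within what exchanging dorsal and ventral samples within pools gave (exact two-sided permutation test over all 512 exchanges, p = 0.121).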

We detected 80 more differentially expressed genes in the dorsal than the ventral DG in response to EE. In addition, as noted above, the EE-reared animals showed many more dorsal DMRs (16,156) compared to SH treated animals (10,185). These regional differences may be consistent with a greater enhancement of neurogenesis by EE in the dorsal as compared to ventral DG^47^.

Although our data are unprecedented in resolution and sample size, there are still some challenges to identifying the source of transcriptional and methylation changes in tissue from a heterogeneous and dynamic cell population like the DG. For example, we cannot distinguish between changes in DNA methylation occurring in a stable population of mature neurons, and changes to the proportion of immature and newborn neurons due to increased neurogenesis. Neurons in all stages of the maturation process coexist within the adult DG, and our data represent a mixture of signals from stem cells and immature and mature neurons. Similarly, the dorsal-ventral differences in DNA methylation could be driven by differences in cell type composition between the two regions, or a discrete or graded difference between the DG neurons in the dorsal and ventral poles. Here we attempted to better understand the heterogeneity of our tissue by correlating our RNA-seq data with known neuron type transcriptional profiles (Supplementary Figure 2P)^16^. Although the strongest correlation between our dDG and vDG bulk tissues was with neurons (*r* = 0.89), we also found substantial correlations with gene expression patterns in other cell types. Thus, it remains difficult to determine to what extent regional differences and EE-induced changes in cellular heterogeneity may account for our results. Future studies, including single cell assays, could address these limitations and better characterize transcription and DNA methylation in maturing newborn neurons and adult DG neurons^14,15,48,49^.

Overall, our transcriptome and DNA methylation data support a model of regional and environmental effects on the molecular profile of DG neurons (Fig. 5). First, assuming only mature neurons have mCH^21^ and that the mCH levels in mature dorsal and ventral dentate granule cells are similar, our finding of lower mCH in dorsal DG suggests a higher proportion of immature neurons in this region. Second, regional differences in expression of RGL and NSC markers suggest an increased proportion of NSCs in dDG and increased RGLs in vDG. This distinction is further supported by the preponderance of dorsal DMRs over ventral DMRs and their enrichment for the binding of the neuronal differentiation factor, NeuroD1. Finally, by promoting neurogenesis in the dDG, EE has the effect of further increasing the proportion of immature neurons in this region, leading to low mCG and mCA levels at dorsal DMRs and NeuroD1 binding sites.

## Methods

### Animals and environmental enrichment

All procedures were performed in accordance with the guidelines established by the Canadian Council on Animal Care (CCAC) with protocols approved by the McGill University Facility Animal Care Committee (FACC). Male C57/Bl/6 mice were bred at the Douglas Institute to avoid transportation stress. Mice were weaned on postnatal day 22, and siblings were assigned to either standard or enriched housing conditions. Standard housed animals were raised in groups of three male mice from different mothers in a 30 × 18 cm cage. The enriched group contained 12 male mice, housed in a larger rectangular plexiglass cage (78 × 86 cm) with a plexiglass top, which contained a variety of toys such as running wheels, a bridge, and novel objects. Toys were changed weekly. For animals in both conditions, food and water were provided ad libitum, and bedding was changed biweekly, cleaning the cages with a Peroxyguard solution. Animals remained in the respective housing conditions for eight weeks. Mice were sacrificed on age day 80 (post sexual maturation) between 1030 hours and 1200 hours. A cohort of 10 mice per housing condition was used for magnetic resonance imaging (MRI). A separate cohort was used for sequencing assays with five samples per housing condition, and each sample was composed of tissue from 10 to 12 mice. A separate cohort of male mice (*n* = 20) was used for hippocampal neurogenesis study.

### Tissue collection for MRI

Mice were perfusion-fixed on postnatal day 80, as previously described^50^. Briefly, mice were perfused via the left ventricle using 30 ml of room-temperature (25 °C) phosphate-buffered saline (PBS) (pH 7.4), 2 mM ProHance (gadoteridol, Bracco Diagnostics Inc., Princeton, NJ), and 1 µl/ml heparin (1000 USP units/ml, Sandoz Canada Inc., Boucherville, QC) at a rate of ~1 ml/min. Next, 30 ml of 4% paraformaldehyde (PFA) in PBS containing 2 mM ProHance was infused at the same rate. After fixation, the heads, skin, ears, and lower jaw were removed and the skull was allowed to postfix in 4% PFA at 4 °C for 24 h. The samples were then placed in a solution of PBS, 2 mM ProHance, and 0.02% sodium azide (sodium trinitride, Fisher Scientific, Nepean, ON) and stored at 4 °C until imaging.

### Magnetic resonance imaging and analysis

Anatomical whole-brain images were acquired 16 at a time using a multi-channel 7.0-T scanner and custom-built 16-coil solenoid array (Varian Inc., Palo Alto, CA)^51,52^. Brains were imaged using a T2-weighted, 3D fast spin-echo sequence at 56-micron isotropic resolution (MRI parameters: TR = 2000 ms, echo train length = 6, TEeff = 42 ms, field-of-view (FOV) = 25 × 28 × 14 mm^3^ and matrix size = 450 × 504 × 250, imaging time = 11.7 h). To correct for small geometric distortions resulting from imaging in coils not in the center of the magnetic field, coil-specific MR images of precision-machined phantoms were registered to a computed tomography (CT) scan of the same phantom. The resulting distortion correcting transformations were then applied to all acquired images in a coil-specific manner.

To determine the effect of housing condition on brain anatomy, all images in the study were aligned using an automated image registration pipeline as described previously^51,53^. All registrations were performed with a combination of mni_autoreg tools^54^ and Advanced Normalization Tools (ANTS)^55^. Briefly, the images were first linearly aligned using a series of global rotations, translations, scales, and shears. They were then locally aligned via an iterative nonlinear process which brings all images into precise anatomical alignment in an unbiased fashion^53,56^. The output of this automated registration process is a study-specific consensus average, representing the average anatomy of all mice in the study, along with deformation fields that encode how each individual image differs from the study average^51,53^. After registration, a manually labeled MRI atlas delineating dorsal and ventral hippocampus was aligned to the study average. This was used in combination with the deformation fields to calculate the volume of the dorsal and ventral hippocampus for each subject in the study in an automated and unbiased fashion^51,53^. The effect of housing condition on dorsal and ventral hippocampal volume was assessed using Student’s *t*-tests. The interaction effect between housing condition and region on volume was assessed using a linear mixed effects model with random intercepts for each mouse using the lmerTest package^57^. Image analysis was performed using the R statistical language (R Core Team, 2016, https://www.R-project.org) and the RMINC library (https://github.com/Mouse-Imaging-Centre/RMINC). Error bars represent 95% confidence intervals.

### Immunohistochemistry

Animals were intraperitoneally injected with BrdU (100 mg/kg, 20 mg/ml, Cat# B5002, Sigma-aldrich) twice on 2 consecutive days at postnatal day 80. After 30 days following the last injection, the animals were killed via transcardial paraformaldehyde (4% in 1 × phosphate-buffered saline) perfusion. The sliced brain sections were processed for immunohistochemistry using Anti-BrdU antibody (Abcam, Cat# ab6326, 1:400) and visualized with DAB (Cat# SK-4100, Vector Laboratories). BrdU immunoreactive cells were counted in the subgranular zone and granule cell layer region in dorsal (8–12 section, 80 µm apart, bregma −1.34 to bregma −2.30) and ventral (8–10 sections, Bregma −2.92 to Bregma −3.64)^58^ hippocampus per animal under VS120 virtual slide microscope (Olympus). The number of labeled cells per dentate gyrus was statistically tested using a two-way analysis of variance (ANOVA) with housing condition and marginal region as main effects.

### Tissue collection for sequencing assays

Tissue collection consisted of rapid removal of the brain, followed by flash freezing and storage at −80 °C. Frozen brains were sliced coronally at 200 µm thickness until reaching bregma −2.30. The brains were then removed from mounting position, rotated, and remounted to the mounting position for horizontal slicing ventral dentate tissue. Horizontal sections were sliced from interaural 3.24 to 0.92 mm^58^. A 300 µm diameter puncher was used to punch dorsal and ventral dentate gyrus region separately.

### RNA and DNA extraction

RNA and DNA extraction were performed from the same sample using Qiagen Allprep DNA/RNA Mini kit (Qiagen, Cat# 80204.). We performed on-column DNase I treatment during RNA extraction and on-column RNaseA treatment during DNA extraction. RNA was examined by Bioanalyzer 2100 (Agilent technologies, Santa clara, USA).

### RNA-Seq collection

The RNA libraries were prepared in McGill University and Genome Quebec Innovation Centre using Illumina TruSeq Stranded total RNA LT set (Cat# RS-122-2301, Illumina Canada Ulc.). Paired-end, 100 bp read-length RNA-seq was collected using HiSeq 2000 at a depth of 30 M sequencing.

### Validation of RNA-Seq results by digital Nanostring

Housing differences in RNA-seq were validated with Nanostring on 48 randomly selected differentially expressed genes. In total 100 ng of tissue were sent to Jewish General Hospital (Montreal, Quebec, Canada) for expression quantification using NanoString nCounter XT-GX (NanoString Technologies, Inc., Seattle, WA, USA). Probes were designed to hit the maximum number of validated transcript variants, while minimizing the cross-reactivity of the probes. Scanned data was normalized using Nanostring-provided housekeeping genes and analyzed using nSolver Analysis Software 2.6 (NanoString Technologies, Inc., Seattle, WA, USA). Comparison of mRNA fold change between RNA-seq and NanoString shows consistent results (Supplementary Fig. 2K–N).

### TAB-Seq and MethylC-Seq

DNA from the same samples was separated for TAB-seq and MethylC-seq library preparation. TAB-seq measures levels of 5 hydroxymethylation (5-hmC). Protection and oxidation portions of library preparation were performed in-house using the Wisegene kit as described in Yu et al.^22^. Three spike-in control DNAs, lambda DNA (Cat# D1501, Promega), 5 mC (Cat# S001, Wisegene) and 5hmC (Cat# S002, Wisegene) were added to each sample (2.5 µg of total DNA) before DNA shearing, in order to evaluate the bisulfite conversion efficiency, the protection rate of 5 hmC, and the oxidation rate of TET. In 5hmC control spike-in DNA, due to the impurity of commercial 5hmdCTP and slow oxidation of 5hmC upon exposure to air, the actual abundance of 5hmC at each cytosine site is not 100% hydroxymethylated. Therefore, we ran the same batch of 5hmC spike-in control in another bisulfite sequencing to examine its real 5hmC abundance.

Bisulfite conversion was then performed at the Genome Quebec Innovation Centre on the processed TAB-seq sample, as well as 1 µg of DNA for the MethylC-seq library. Methylated and unmethylated DNA sets (Cat# D5017, pUC19 DNA set, Zymo research) were added as spike-in controls (2 ng spike-in control in 1 µg DNA) to evaluate bisulfite conversion efficiency. The whole genome bisulfite sequencing (WGBS) libraries were prepared using NimbleGen SeqCap Epi Enrichment System (Cat# 07145519001, Roche NimbleGen, Inc.). Library amplification was done using KAPA HiFi Hotstart Uracil+DNA polymerase (Cat# KK2802, Kapa Biosystems).

### Data analysis

All analyses were conducted in either Matlab or Python with packages including Numpy, Scipy, Pandas, Matplotlib, and Sklearn. All data were aligned to the mm10 (GRCm38) reference genome, and genes were defined using Gencode annotation vM7 level 3 transcriptome (http://www.gencodegenes.org/). Browser representations were created using AnnoJ (http://www.annoj.org)^59^. Pearson correlations were used except where stated otherwise. *P*-values were <0.01 unless otherwise stated.

### Differential expression

RNA-Seq data were aligned using STAR Aligner in quantMode to obtain gene counts^60^. Differentially expressed genes were identified using generalized linear models and contrasts in EdgeR^61^. We only retained genes with counts >10 in at least two samples for the analysis. In addition, we excluded one SH sample due to high expression of the long noncoding RNA, *Xist*, which is only expressed in females. 

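*Xist*, in CPM without TMM normalization, was at 34.3 CPM (789 counts) in dorsal and 11.9 CPM (308 counts) in ventral SH replicate 3. In the other dorsal SH samples it was at most 0.652 CPM, in the other ventral SH samples at most 0.071 CPM, and in EE samples at most 0.109 CPM in dorsal and 0.121 CPM in ventral DG. Replicate 3 was left out in both regions, which gave 18 samples from 9 pools.

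**Figure D6:**
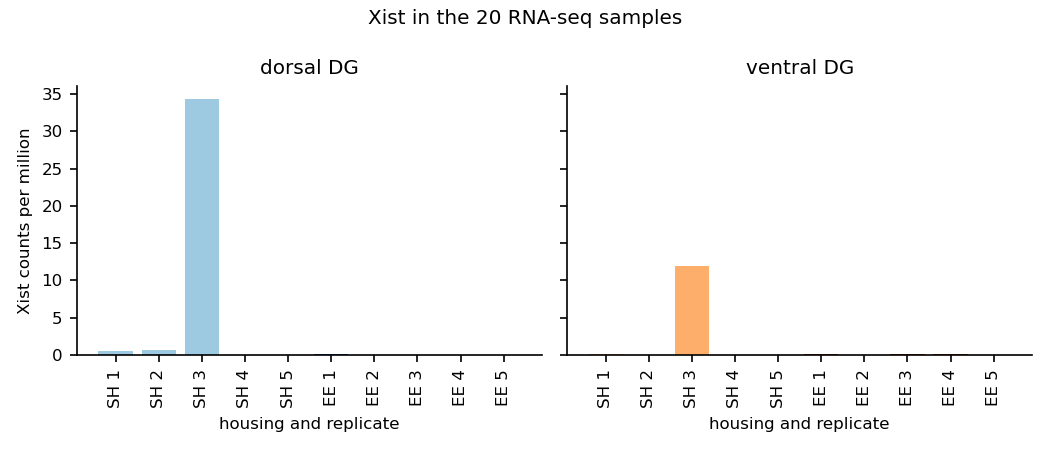
*Xist* expression in CPM (vertical axis, from 0) in each dorsal (left) and ventral (right) sample, by housing and replicate (horizontal axis). Only the bars of SH replicate 3, at 34.3 and 11.9 CPM without TMM normalization, stand above 1 CPM.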

We then tested the below null hypotheses to identify differentially expressed genes by region (1) and treatment in the dorsal (2) and ventral (3) dentate gyrus. Benjamini Hochberg was used to control the false discovery rate (*q* < 0.05).

1 $$Dorsal\;SH - Ventral\;SH = Dorsal\;EE\; - Ventral\;EE$$

2 $$Dorsal\;EE - Dorsal\;SH = 0$$

3 $$Ventral\;EE - Ventral\;SH = 0$$

### Differential methylation analysis

Whole genome bisulfite sequencing data were mapped using Methlypy^21^. The non-conversion rate (NCR) was estimated using a fully unmethylated phage lambda DNA spike-in. NCR was found to be low across all samples (0.43 ± 0.021%). Methylation values were corrected for the NCR using the following maximum likelihood formula, where *m* is the number of methylated base calls and *c* is the total number of base calls:

$$mC = g\left[ {\frac{{m/c - NCR}}{{1 - NCR}}} \right],$$

$$g[x] = max[x,0].$$

Differentially methylated regions ( ≥ 15% methylation difference, *p* < .05) at CG dinucleotides were identified using DSS^26,62^. To examine the link between differential expression and DMRs, we computed an enrichment score (the density of DMRs per gene per 1 MB) as a function of distance from the transcription start site (TSS). Enrichment scores were compared between differentially expressed and non-differentially expressed genes using a hypergeometric test.

Tet-assisted bisulfite sequencing (TAB-Seq) is a methodology for measuring genome-wide 5-hydroxymethylation that consists of three main steps: protection, the binding of a glycosyl group to hydroxymethylated cytosines; Tet oxidation, the demethylation of non-glycosylated methylated cytosines; and bisulfite treatment, conversion of all unmethylated cytosines to uracils^22^. Upon sequencing, only 5-hydroxymethylated cytosines should still be cytosines. To measure the inefficiency of each of these steps, a fully hydroxymethylated (pUC19) and a fully methylated (lambda phage) spike in are included. Corrected hydroxymethylation levels were computed using the below formula with variables $$r_{TAB}$$(bisulfite non-conversion in the TAB-Seq data, estimated via Lambda DNA in the CH context), $$s_{TAB}$$(non-oxidation in the TAB-Seq data, estimated using Lambda DNA in the CG context), $$t_{TAB}$$(non-protection in the TAB-Seq data, estimated using pUC19), and $$p_{mC}$$ (the fraction of mC + hmC):

$${p_{hmC} = g\left[ {\frac{{q_{TAB} - s_{TAB}p_{mC} - r_{TAB}\left( {1 - p_{mC}} \right)}}{{1 - t_{TAB}}}} \right] = g\left[ {\frac{{q_{TAB} - r_{TAB} - \left( {s_{TAB} - r_{TAB}} \right)p_{mC}}}{{1 - t_{TAB}}}} \right].}$$

Finally, we examined DMRs for enrichment of transcription factor binding sequence motifs using Homer^29^. For this analysis, sequences within 200 bp of each DMR center were included. We examined the overlap of DMRs with ChIP-Seq data^32^.

### Data availability

Raw and processed data reported in this study are available via the Gene Expression Omnibus with accession GSE95740, https://www.ncbi.nlm.nih.gov/geo/. A browser visualization of genomic data is at http://brainome.ucsd.edu/mouse_dentategyrus.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

How the deposited data were processed for this re-analysis (not part of the article)

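RNA-Seq of dorsal and ventral DG tissue from mice in SH or EE was used, with 20 samples in 4 groups of 5. Each sample was mapped to its region, housing and replicate number by the labels given with the data. Main values are over the 18 samples from 9 pools (4 SH, 5 EE) that the paper analyzed. SH replicate 3 was left out of these in both regions because the paper excluded an SH sample for *Xist* expression. The paper gives no replicate number for it, and it was taken to be the SH replicate with high *Xist* counts in both regions. Gene counts, named genes, correlations and principal components were also computed with it. The bisulfite and TAB sequencing samples were not analysed here.
The authors aligned paired reads to mm10 with STAR, and deposited for each sample a count of fragments per gene for 46480 genes in unstranded and stranded form, without normalization. The expected count (also called estimated count) of each gene was deposited by the authors in a second table, in which fragments that fit several genes or isoforms are shared out. TPM was deposited by the authors in the same table and is scaled for transcript length and library total. FPKM was deposited by the authors there too, scaled for transcript length and the number of fragments. The program that made the second table is not named in the paper's text. Gene names and coordinates (mm10) came from Gencode, and 45968 of the genes had a name.
Counts on the strand of a reverse-stranded library were used for tests. Genes with more than 10 counts in at least 2 samples were tested (17040 genes in 18 samples, 17083 in 20). TMM normalization and quasi-likelihood tests of edgeR 4.0.16 in R 4.3.3 were used with the 4 groups in one model, and p values were adjusted by the Benjamini-Hochberg method. A region result tested the dorsal to ventral differences of SH and EE together, and its log2 fold change is their mean. It counted genes with FDR under 0.05, a fold change over 20% and TPM over 1 in at least 3 samples. An EE result compared EE with SH within a region and counted genes with FDR under 0.05 and a fold change of at least 20%. The difference between the EE effects of the regions was tested as the interaction of region and housing. CPM values are after TMM normalization, except those of *Xist*, and standard errors were derived from the log2 fold change and its F statistic.
Principal components used log2 CPM of tested genes, centred. Spearman correlations used TPM. Lists of genes were compared with 10000 random lists matched on mean expression within 200 neighbouring genes in rank. Separations of samples and differences between regions were tested by exact permutation of pools or by exchange of dorsal and ventral samples within pools. Other tools were limma 3.58.1, DESeq2 1.42.0, python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.
The dorsal and ventral samples of a pool share a replicate number in the labels, and the legend of Fig. 1b connects samples from the same mice. Results with a block in the model are given beside those without it. The block was the replicate number for EE tests, and the pool for region and interaction tests.
Genes named in the text are each gene that the paper's text or Fig. 1d names in an expression claim. Added to these are the 3 largest rises and 3 largest falls of the region, dorsal EE and ventral EE tests among genes past the limits, with TPM over 1 in at least 3 samples, and changed the same way in each comparison. For region tests this meant one direction in each pool, and for EE tests each EE sample on the same side of each SH sample. The 3 genes with the smallest interaction p values were also named. Some results that this rule covers are not reported here.
Each of the 18 samples had 22919364 to 28301861 fragments counted on genes (median 25816352). Genes of low expression, such as *Pax7* and *Grhl2*, were below the count limit at this depth and not tested with it.
The alternatives were the likelihood ratio test, DESeq2, RLE size factors, other filters on low counts or TPM, robust dispersion, separate fits for each region, no fold change limit, other definitions of the region fold change, other scales for correlations and components, all 20 samples, the replicate block, and fits that each left out one pool. Others were added later, as the closing section says.
The procedure was tested on simulated data with the dispersions of these samples. The simulated libraries were independent, without the shared pools or the differences between replicate numbers of the real ones. Changed genes were drawn only from those of higher expression. The simulation thus does not show how many false calls the real structure would give, or the recovery of genes of low expression. With no change simulated, 0 of 16794 genes were called. With 200 genes changed 1.5-fold by EE in dorsal DG, 172 genes were called, which held 83.5% of the changed genes and 5 unchanged ones. With 200 genes changed 2-fold between regions, 210 were called, with each changed gene and 10 unchanged ones. For lists of genes, values were drawn independently for each gene, not with these dispersions. Of 100 lists with no shift, 4 were past the upper limit of matched random lists, and of 100 shifted lists all 100 were. The correlation of markers across samples was tested in the same way. Of 100 lists with no shared variation 8 were past the 95th percentile of matched random lists, and of 100 lists with it all 100 were.
Claims that rest on methylation, imaging, cell counts, NanoString, published data sets or gene ontology were not analysed here.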

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

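Among the tests in this part, the one of how often single samples lie apart was set before its result was seen, and the others were chosen only after the result was seen.
In groups of 4 or 5 samples, the gap from the highest or lowest sample to its nearest neighbor was divided by the range of the group and compared with Dixon's critical value. A sample lay apart in 14 of the 272 groups tested (5.15%), where chance would give about 13.6 if the groups were independent. The groups share samples and genes that vary together, and the 14 include *Xist* and choroid plexus markers. The total thus does not show that any one sample lies apart by chance. The samples apart that are not taken up below may be chance over many groups. They were *Spata13* in ventral EE replicate 4 (ratio 0.809, 30.9 CPM against 23.7 to 25.1), *Cpne7* in ventral SH replicate 5 (0.900, 223.1 CPM against 197 to 199), *Sox11* in ventral EE replicate 3 (0.796, 39.4 CPM against 47.9 to 50.0), *Arc* in ventral EE replicate 2 (0.884, 153 CPM against 109 to 114), *Npas4* in ventral SH replicate 1 (0.903, 1.52 CPM against 0.877 to 0.939), *Penk* in ventral SH replicate 4 (0.922, 7.25 CPM against 8.58 to 8.69), *Bdnf* in dorsal SH replicate 2 (0.849, 63.1 CPM against 72.1 to 73.7) and the score of dorsal EE replicate 2 on the second principal component (0.761, 19.9 against -2.46 to 2.88). No biological explanation was tested for these samples, since the design gives none for one pool.
*Xist*, in CPM without TMM normalization, lay apart in SH replicate 3, at 34.3 CPM in dorsal DG (ratio 0.981) against 0 to 0.652 CPM in the other dorsal SH samples, and at 11.9 CPM in ventral DG (ratio 0.994) against at most 0.071 CPM. If tissue of female mice in the pool were the source, Y-linked genes would be lower there. They were lower than the mean of the other SH samples in 8 of 8 comparisons of gene and region, against 6, 5, 1 and 2 of 8 for the other replicates. The difference from that mean was -6.70% in dorsal and -2.51% in ventral DG for *Ddx3y*, -4.86% and -2.64% for *Uty*, -8.80% and -9.60% for *Kdm5d*, and -19.1% and -28.1% for *Eif2s3y*. Most of the Y-linked expression was thus present, which goes against a pool of female mice alone. Summed over these genes, it was 160 CPM in dorsal and 166 CPM in ventral SH replicate 3. That was within the ranges of the EE samples, 152 to 181 CPM in dorsal and 160 to 173 CPM in ventral DG. A low sum was therefore not particular to SH replicate 3. Single genes differed in this. *Eif2s3y* was lowest in SH replicate 3 among all samples of a region, at 11.3 CPM in dorsal (next 11.6) and 10.4 CPM in ventral DG (next 11.4). *Kdm5d* was also lowest there, by little, at 29.7 CPM (next 30.2) and 27.91 CPM (next 27.92). *Ddx3y* and *Uty* were not lowest there in either region. Reads of the antisense gene *Tsix* counted on *Xist* would leave more *Tsix* counts in replicate 3. *Tsix* had 0 counts in both samples of replicate 3 and at most 3 in any other sample, which goes against this source. Tissue of female mice as a part of the pool remains as a candidate explanation. The paper's supplementary table lists one SH pool as of both sexes, which would be in line with this, but the labels do not link that pool to a replicate number.
Choroid plexus markers, which the paper does not discuss, had a median dorsal to ventral log2 fold change of -3.46. In dorsal SH replicate 1 their summed expression was 194 CPM against 9.51 to 34.3 CPM in the other dorsal SH samples used (ratio 0.866), and *Folr1* (ratio 0.867, 1.33 CPM against 0.128 to 0.288) and *Ttr* (ratio 0.859, 172.9 CPM against 6.11 to 29.6) lay apart with it. RNA from choroid plexus in the ventral samples would make the markers rise and fall together from sample to sample. Deviations of the 12 tested markers correlated at 0.948 across ventral samples, above the 95th percentile of matched random lists (0.0968), at percentile 100. RNA from choroid plexus may therefore contribute to the ventral excess of *Ttr* and *Folr1*. A program shared by DG cells would also make these genes vary together and was not tested, so the regional difference of these genes cannot be told apart from an admixture.
Cerebellum markers summed to 56.5 CPM in ventral SH replicate 1 against 18.2 to 19.5 CPM in the other ventral SH samples used (ratio 0.965). RNA from cerebellum in some ventral samples was tested in the same way. Deviations of 9 tested markers correlated at 0.586 across ventral samples, at percentile 100 of matched random lists, but the sample that prompted the test is among them. Without it the correlation was 0.360 (percentile 100), and without ventral EE replicate 1 as well, whose markers summed to 34.1 CPM, it was 0.122 (percentile 92.5). The correlation thus rests mostly on replicate 1 of both housings, and RNA from cerebellum in these samples remains as a candidate explanation. Ventral EE replicate 3 also stood higher, at 23.5 CPM against 18.2 to 20.3 CPM in the remaining ventral samples, and may hold some of it. No biological explanation was tested.
*Igfbp6* differed between the regions in its response to EE, with a dorsal minus ventral log2 difference of 0.92 from edgeR's interaction test with Benjamini-Hochberg adjustment (adjusted p = 0.0461), and each EE sample was above each SH sample in both regions. A single pool as the source would bring the difference near zero in a fit without that pool. Its smallest size over the 9 fits was 5.17 standard errors, which goes against a single pool, although the adjusted p was above 0.05 in each. Reads of another gene of the family would raise a second *Igfbp* gene as well. The largest dorsal EE log2 fold change among the others was 0.35 (*Igfbp3*), below that of *Igfbp6*. RNA of neighboring tissue and differences between libraries were not tested, so a stronger response of *Igfbp6* to EE in dorsal DG may be real but is only a hypothesis.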

How the results depend on the processing

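The 75 results for named genes were recomputed under 20 alternatives, 17 set before the data were examined and 3 added after seeing the data. Over all results there were 32 and 9 such settings, of which the others concern counts, correlations and components. Of the named gene results 54 kept their direction and their side of the threshold in each of the 20, and 21 did not. Among 1500 values, 56 were weaker, 41 stronger and 2 reversed. The reversed ones were the log2 fold change of *Nes* by region, which was -0.0037 over all 20 samples and from -0.00899 to 0.0520 across the 9 fits that each left out one pool (lowest without SH replicate 4). Where results changed below, the cause was not tested.
The added settings are named as added, and were chosen after seeing the data, several of them by comparison with the paper's values. Without the TPM filter, the 3409 genes that differed by region became 5266 and the 218 genes above 2-fold became 827. The 108 genes changed by EE in dorsal DG became 181 with the likelihood ratio test and 172 with the replicate block. The 41 in ventral DG became 87 with the likelihood ratio test, 75 with DESeq2, 78 with no count filter, 87 with the replicate block and 25 with separate region fits. The 21 genes raised in both regions became 33 with the likelihood ratio test, 35 with no count filter and 35 with the replicate block. With added settings, these 3 counts were 177, 80 and 34 with the likelihood ratio test without TMM normalization, 214, 87 and 37 when the fold change limit was left out as well, and 163, 83 and 32 with separate region fits that held replicate numbers 1 and 2 against the others. The dorsal excess of 67 genes became 107 with separate region fits and 127 in the added likelihood ratio test without TMM normalization and fold change limit. With the replicate block 2 genes had an interaction of region and housing in place of 1.
Spearman's rho within groups became 0.996 on log2 CPM, 0.951 with all genes and 0.992 with genes of TPM over 1. The share of PC1 became 60.2% on log2(TPM + 1), 63.4% with genes of TPM over 1, 40.2% at unit variance and 51.0% over all 20 samples. The separation of EE and SH on PC3 was lost on log2(TPM + 1) and at unit variance, where PC3 need not be the same component and its sign carries no meaning. It was -0.212 (exact permutation test, p = 0.984) and -8.78 (exact permutation test, p = 0.698) in dorsal DG and 2.01 and 39.4 in ventral DG, none past the threshold. The dorsal minus ventral difference was -2.22 and -48.1 there, and -0.203 without SH replicate 5, none past the threshold.
Across the 9 fits that each left out one pool, the counts were 3166 to 3552 genes by region, 214 to 223 above 2-fold, 70 to 109 changed by EE in dorsal DG, 18 to 50 in ventral DG, 12 to 19 raised in both, and a dorsal excess of 29 to 68. The interaction gave 0 genes (425 to 643 at unadjusted p under 0.05). The marker counts were 10 to 12 maturing neuron markers, 2 to 4 RGL markers and 6 to 7 methylation genes. PC1 carried 51.7 to 54.3%, and the PC3 separations were 11.6 to 19.1 in dorsal and 9.33 to 18.1 in ventral DG, with a difference of -0.203 to 9.71. The separation was no longer past p = 0.05 by exact permutation in 7 of these 9 fits in ventral DG (p up to 0.214) and in 1 in dorsal DG (p = 0.0714 without SH replicate 2). These permutations ignore the replicate numbers, and no paired test was run. On the main components, each ventral EE sample scored above the ventral SH sample of its number, where there was one. Over all 20 samples the ventral separation had p = 0.00794 (exact permutation test). The median region log2 fold change of genes raised by EE in dorsal DG was 0.47 to 0.78.
The depth of the samples limits genes of low expression, and *Pax7* and *Grhl2* were below the count limit and not tested with it.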

Differences from the paper's values

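The paper counts 72 genes changed by EE in ventral DG, and 41 were found here. Of the alternatives set before the data were examined, the likelihood ratio test (87), DESeq2 (75), no count filter (78), the replicate block (87), all 20 samples (49) and the fit without EE replicate 4 (50) came within 1.5 times the paper's value. RLE size factors (45), filterByExpr (44), robust dispersion (43), no fold change limit (42), the TPM filter (29), separate region fits (25) and the other 8 fits that left out one pool (18 to 41) did not. Of settings chosen after seeing the values, the likelihood ratio test without TMM normalization (80), the same without a fold change limit (87) and separate region fits with replicate numbers 1 and 2 against the others (83) did, and counts without regard to strand (39) and expected counts (34) did not.
The paper has 37 genes raised by EE in both regions, and 21 were found here. The likelihood ratio test (33), DESeq2 (30), no count filter (35) and the replicate block (35) came within 1.5 times that value, all set before the data were examined. All 20 samples (23), RLE size factors (22), filterByExpr (21), robust dispersion (22), the TPM filter (17), separate region fits (14), no fold change limit (22) and the 9 fits that left out one pool (12 to 19) did not. A likelihood ratio test without TMM normalization and without a fold change limit gave 37, and was chosen after seeing the values.
The paper's Spearman correlation of replicates is 0.988, and 0.993 was found here. It differed by more than the SD of the pairs under every alternative run, all of them over pairs within groups. Pairs of one dorsal and one ventral sample averaged 0.984, below the paper's value, and a mean over all pairs was not compared.
Fig. 1f shows about 54 genes raised by EE in ventral DG (read by eye), and 31 were found here. The likelihood ratio test (67), DESeq2 (59), no count filter (60), the replicate block (69), all 20 samples (40) and the fit without EE replicate 4 (38) came within 1.5 times, and the other alternatives set before the data were examined did not. Fig. 1f shows about 18 genes lowered by EE in ventral DG (read by eye), and 10 were found here. The likelihood ratio test (20), DESeq2 (16), no count filter (18), the replicate block (18) and the fit without EE replicate 4 (12) came within 1.5 times, and the other alternatives set before the data were examined did not.
Other settings that reached a value of the paper were these. TPM over all 20 samples, chosen after seeing the values, gave the paper's 12247 expressed genes in place of 12201. A likelihood ratio test without TMM normalization, with the fold change in EE samples and TPM over all 20 samples, chosen after seeing the values, gave the paper's 3497 genes by region and 244 above 2-fold in place of 3409 and 218. No fold change limit, set before the data were examined, gave a dorsal excess of 80 genes in place of 67, the same number as the paper's. It came from 122 dorsal and 42 ventral genes, while the paper's came from 152 and 72 at a limit of 20%. Separate region fits with replicate numbers 1 and 2 against the others, chosen after seeing the values, also gave 80, from 163 and 83 genes. The equal differences thus come from unlike counts. The paper's 152 genes in dorsal and 72 in ventral DG were given by none of 77 EE settings tried in a search that was chosen after seeing the values, whose counts ran from 68 to 218 in dorsal and 22 to 150 in ventral DG. The nearest of them, both from the likelihood ratio test without TMM normalization, were off by 1 in each region. A fold change limit of 25% gave 1 fewer in both, and a filter of more than 10 counts in at least 15 samples gave 153 and 71. In the same search, also chosen after seeing the values, 8 settings gave the 37 genes raised in both, namely no fold change limit, a limit of 0.2 on the log2 scale, and other dispersion estimates under several normalizations. Of 36 region settings searched in the same way, chosen after seeing the values, 1 gave both region counts.
Log2 fold changes in the paper's supplementary table were compared for 1995 genes. Those given here had a median difference from the table of 0.00145 by region in EE, 0.0133 by region in SH, 0.00216 with EE in dorsal DG and 0.0126 with EE in ventral DG, and the sign differed for 20 and 100 genes in the EE comparisons. With the likelihood ratio test without TMM normalization, chosen after seeing the values, the largest difference was 2.35e-05 and the sign differed for none. The log10 p values of this setting had median absolute differences from the table of 0.000837 by region, 7.50e-06 with EE in dorsal and 7.54e-06 in ventral DG. In the main setting they were 12.1, 0.0356 and 0.0750. The table is thus nearest to this likelihood ratio test, although that setting did not give the paper's 152 and 72 genes.
The paper names *Npas2* and *Gadd45b* among genes raised by EE in both regions and *Dnmt3b* among genes higher in dorsal DG. Adjusted p values here, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, were 0.0527 and 0.0996 for *Npas2* and 0.0521 and 0.0504 for *Gadd45b* in dorsal and ventral DG, and 0.0593 for *Dnmt3b*. With the replicate block, set before the data were examined, they were 0.0188 and 0.0300 for *Npas2*, 0.00992 and 0.00767 for *Gadd45b*, and 0.0668 for *Dnmt3b* from the same edgeR test with Benjamini-Hochberg adjustment, so that *Npas2* and *Gadd45b* passed FDR 0.05. *Dnmt3b* passed with edgeR's likelihood ratio test and Benjamini-Hochberg adjustment (adjusted p = 0.0338), set before the data were examined, and also with that test without TMM normalization and with expected counts, both chosen after seeing the values, so that 7 of 7 methylation genes passed with each of these. The paper gives *Cog1* as not differing between regions, and its adjusted p here was 0.0243 from the same edgeR test with Benjamini-Hochberg adjustment at a log2 fold change of 0.16. The bar of *Nes* in Fig. 1d lies below zero, and its log2 fold change here was 0.02. The key drawn in Fig. 1c, read by eye, appears to put genes higher in dorsal DG above those higher in ventral DG at 2-fold and more. The caption states no such order. Here 336 and 491 tested genes were found at 2-fold and 18 and 158 at 4-fold. RNA from choroid plexus may add to the ventral numbers, which was not tested. The paper describes a greater separation of EE and SH samples on PC3 in dorsal DG, and the difference here was 2.28 (exact two-sided permutation test, p = 0.762).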

Other observations

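All tests in this part were chosen only after the result was seen, except those of a larger EE effect in dorsal DG and of the dorsal EE samples entering both comparisons.
More genes were changed by EE in dorsal than in ventral DG. A larger EE effect in dorsal DG was tested on genes with an EE effect over both regions, and gave an exact permutation p of 0.121. A larger spread between ventral samples was tested by the ratio of median SDs between pools (0.115 in dorsal and 0.130 in ventral DG), and gave an exact permutation p of 0.0742 over 256 exchanges. A larger depth of the dorsal samples had an exact permutation p of 0.902, and the dorsal library was the larger in 3 of 9 pools, which goes against depth. Neither the effect test nor the spread test took account of the replicate numbers. Modelling them did not remove the excess, which was 85 (172 and 87 genes) with the replicate block against 67 without it, and 80 (163 and 83 genes) in the added separate region fits with numbers 1 and 2 against the others, against 107 without the numbers. Either an EE effect that is larger in dorsal DG or a larger spread between ventral samples could give the excess, and these data do not tell them apart.
Dorsal EE samples enter both comparisons when genes raised by EE are compared between regions. In SH samples only, the median region log2 fold change of these genes was at percentile 100 of matched random lists, so the shared samples do not account for it. A dorsal bias of genes raised by EE remains as a hypothesis. RNA of habenula or thalamus, whose markers were also higher in dorsal DG, was not separated from it.
Other splits of the samples were counted. Splits of the 9 pools into 4 and 5 that part each pair of one replicate number number 16, and 1 of the 16, the real one, gave as many genes changed by EE in dorsal DG. The same was 1 of 16 in ventral DG, 1 of 16 for genes raised by EE in both regions and 1 of 16 for the interaction of region and housing. The others of the 16 gave at most 1 gene in dorsal DG. With 16 splits the share is never under 0.05, so the share itself does not settle whether a grouping by chance could give these counts. Among 84 splits that part fewer such pairs, 1 gave more ventral genes (754), with replicates 1 and 2 of both housings on one side, 0 gave as many in dorsal DG (at most 10), and 1 gave as many interaction genes (2).
Exchanges of dorsal and ventral samples within pools, 100 drawn at random with the real one included, gave as many genes by region in 1 of 100 and as many above 2-fold in 1 of 100, with at most 2277 and 118 in the others. For the maturing neuron markers it was 1 of 100 and for the radial glia like markers 1 of 100. As many of the 7 methylation and demethylation genes passed in 5 of 100. In each of the 4 others, the labels of at most 1 pool went against those of the other pools of its housing, so that these exchanges kept most of the regional difference within a housing, and the share says little about chance. A dorsal minus ventral difference in genes changed by EE as large as the real one (70 with limma), in either direction, came in 6 of 100. Some of these exchanges set at most 1 pool of each housing against its others and so kept most of the real labels, and some did not. The share therefore does not settle whether this excess could be due to chance.
Replicates 1 and 2 differed from the other replicates in ventral DG, in 3216 genes at FDR 0.05 (932 by at least 20%), against 56 in dorsal DG. Over all 20 samples the numbers were 2138 and 0 (1368 at unadjusted p under 0.05 in dorsal DG). Ribosomal protein genes were higher in replicates 1 and 2 for 73 of 75 genes in each region, with median log2 fold changes of 0.34 in ventral and 0.15 in dorsal DG. Gene length bias between libraries was tested by the Spearman correlation of log2 fold change and effective length across genes, which are not independent replicates. It was -0.308, and 7 of 60 splits of the ventral samples gave one as large (the median size of the others was 0.184), so length bias is neither shown nor excluded. Some tissue markers differed as well, with ventral median log2 fold changes of -1.14 for choroid plexus, 1.65 for cerebellum, 0.24 for astrocytes and 0.13 for microglia. Their percentiles among matched random lists were 0, 100, 99.99 and 99.5, and the other lists were at 4.05 to 92.5. Tissue content of the samples thus remains as a candidate source. A library batch was not tested, since the labels give none, and no other explanation was tested.
Small RNA genes held most of the deposited TPM (71.6 to 83.6% per sample). The share of small RNAs sets which genes pass the TPM limit, as 14941 genes passed in place of 12201 after rescaling without them, 22.5% more. TPM of most genes was lower in EE than in SH dorsal DG, with a median log2 fold change of -0.25. A larger share of small RNAs in EE samples may account for this, since the median was -0.0157 after rescaling without small RNA genes. The share was higher in EE by 3.93 points in dorsal DG (exact permutation test, p = 0.0952) and by 2.00 points in ventral DG (exact permutation test, p = 0.413). Tests of genes used counts and not TPM.
Habenula and thalamus markers varied between dorsal samples. RNA from habenula or thalamus in some dorsal samples would make them vary together, and deviations of 8 tested markers correlated at 0.359, at percentile 99.9 of matched random lists. Their median log2 fold change was 0.39 by region (percentile 99.4 of matched random lists) and 0.67 with EE in dorsal DG (percentile 100), against 0.02 with EE in ventral DG. It was 0.84 for replicates 1 and 2 against the others in dorsal DG (percentile 100). Markers that vary together can move a whole list through a few samples, and the difference of their mean log2 CPM between EE and SH pools in dorsal DG was 0.53 (exact permutation test, p = 0.175). That test ignores the replicate numbers. All 4 same-numbered pairs were higher in EE, by 0.62 on average (exact permutation test over 16 exchanges, p = 0.125, the smallest that 4 pairs can give). With labels permuted only within replicates 1 and 2 and within the others, the difference was 0.63 (exact permutation test over 60 splits, p = 0.0333). Such RNA remains as a candidate source in some samples, and a part in the EE results of dorsal DG is neither shown nor excluded. Choroid plexus markers had a median log2 fold change with EE of -0.74 in dorsal DG, where SH replicate 1 stood out, and 0.31 in ventral DG, and across pools the difference was -0.26 (exact permutation test, p = 0.730) and 0.28 (exact permutation test, p = 0.540).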
